# Information-dependent enrichment analysis reveals time-dependent transcriptional regulation of the estrogen pathway of toxicity

**DOI:** 10.1007/s00204-016-1824-6

**Published:** 2016-09-03

**Authors:** Salil N. Pendse, Alexandra Maertens, Michael Rosenberg, Dipanwita Roy, Rick A. Fasani, Marguerite M. Vantangoli, Samantha J. Madnick, Kim Boekelheide, Albert J. Fornace, Shelly-Ann Odwin, James D. Yager, Thomas Hartung, Melvin E. Andersen, Patrick D. McMullen

**Keywords:** Endocrine Disruption, Bioinformatics, Gene Expression, Enrichment Analysis, Pathways of Toxicity

## Abstract

The twenty-first century vision for toxicology involves a transition away from high-dose animal studies to in vitro and computational models (NRC in Toxicity testing in the 21st century: a vision and a strategy, The National Academies Press, Washington, DC, 2007). This transition requires mapping pathways of toxicity by understanding how in vitro systems respond to chemical perturbation. Uncovering transcription factors/signaling networks responsible for gene expression patterns is essential for defining pathways of toxicity, and ultimately, for determining the chemical modes of action through which a toxicant acts. Traditionally, transcription factor identification is achieved via chromatin immunoprecipitation studies and summarized by calculating which transcription factors are statistically associated with up- and downregulated genes. These lists are commonly determined via statistical or fold-change cutoffs, a procedure that is sensitive to statistical power and may not be as useful for determining transcription factor associations. To move away from an arbitrary statistical or fold-change-based cutoff, we developed, in the context of the Mapping the Human Toxome project, an enrichment paradigm called information-dependent enrichment analysis (IDEA) to guide identification of the transcription factor network. We used a test case of activation in MCF-7 cells by 17β estradiol (E2). Using this new approach, we established a time course for transcriptional and functional responses to E2. ERα and ERβ were associated with short-term transcriptional changes in response to E2. Sustained exposure led to recruitment of additional transcription factors and alteration of cell cycle machinery. TFAP2C and SOX2 were the transcription factors most highly correlated with dose. E2F7, E2F1, and Foxm1, which are involved in cell proliferation, were enriched only at 24 h. IDEA should be useful for identifying candidate pathways of toxicity. IDEA outperforms gene set enrichment analysis (GSEA) and provides similar results to weighted gene correlation network analysis, a platform that helps to identify genes not annotated to pathways.

**Electronic supplementary material:**

The online version of this article (doi:10.1007/s00204-016-1824-6) contains supplementary material, which is available to authorized users.

## Introduction

Much of what we understand about the effects of toxic compounds on human health comes from decades of experiments with animals. This knowledge currently underwrites many of the safety regulations concerning exposures to hazardous compounds in commercial, industrial, and environmental applications. The testing strategies for these in-life animal tests are expensive, time consuming, and exorbitant in the use of animals (Cooper et al. 2006; Hartung and Rovida 2009). Differences between human biology and laboratory animals confound assessing human safety from exposure to a compound with animal studies (Hartung 2009). Additionally, extrapolating from high-dose conditions typically required for in vivo animal testing to chronic exposures relevant to human safety is problematic because of nonlinear dose–response relationships at high treatment levels. Together, these facts argue for new approaches in toxicity testing based on human biology (NRC 2007; Andersen and Krewski 2009, 2010).

The development of in vitro toxicity assays and computational models may be able to replace traditional in-life animal testing. High-throughput in vitro screening batteries designed to assess mode of action and hazard are currently being used to prioritize compounds for conventional in-life testing (i.e., the EPA ToxCast and NIEHS Tox21 programs). Integrating prior knowledge about biological pathways with data from screening programs yields models that are predictive of dose–response behaviors from in vivo testing results (Thomas et al. 2013a; Rotroff et al. 2014). However, these approaches rely heavily on knowledge of the underlying pathway of toxicity (PoT)—the mechanism by which exposure to a toxicant leads to an adverse biological outcome (Kleensang et al. 2014; Hartung and McBride 2011). For many commercially important chemicals, their PoTs are poorly understood. As we move forward with new in vitro technologies, it would be valuable to develop tools for deriving PoT de novo. With this goal, the Human Toxome project (Bouhifd et al. 2014) was started in an effort to employ—omics technologies to start a catalogue of PoTs.

In vivo, dose–response relationships of short-term full-genome gene expression experiments are consistent with those from phenotypic endpoints in 2-year bioassays (Thomas et al. 2013b). This observation indicates that microarray and other high-throughput experiments might also help define PoTs without having to rely on incomplete and possibly misleading literature on phenotypic response (Ioannidis 2005; Hartung 2013). To demonstrate the value of this strategy, we examined estrogen receptor signaling in the MCF-7 human breast cancer cell line as a model of estrogenic signaling.

Exposure to exogenous estrogens has been linked to deleterious reproductive and developmental effects and breast and uterine cancers. Estrogens act by binding to various estrogen receptors, including ERβ, GPER, and various ERα isoforms, i.e., ERα36 and ERα46 (Barkhem et al. 1998; Flouriot et al. 2000; Maggiolini et al. 2004; Wang et al. 2006). Working in concert, these receptors orchestrate estrogen-dependent processes through regulation of transcriptional programs in various tissues. However, comparison between gene expression datasets and high-throughput chromatin immunoprecipitation sequencing (ChIP) has revealed a relatively small overlap, suggesting that cis-activation through ERs is an inadequate description of the ER network. These findings indicate that there are additional aspects that need to be considered to connect the molecular initiating event (estrogen binding to its various receptors) to an adverse cellular outcome (defined here as altered proliferation).

In addition to estrogens acting directly through ERα and ERβ, there is increasing evidence for regulatory contributions from additional transcription factors (O’Lone et al. 2004). ERα interacts with a number of transcriptional modulators, including AP-1 (Zhao et al. 2010), Sp1 (Schultz et al. 2003), SNCG (Jiang et al. 2003), and Sin3A (Ellison-Zelski et al. 2009). Non-genomic signaling, originating from estrogens binding to the G-protein-coupled receptor GPER or from ERα isoforms anchored to the plasma membrane, initiates kinase cascades that drive transcription through mechanisms not associated with receptors binding to estrogen receptor response elements.

Predicting the transcription factors responsible for a cellular response would significantly contribute to PoT identification (Essaghir et al. 2010; Shen et al. 2011; Maertens et al. 2015). However, traditional approaches for identifying transcription factors from gene expression patterns use data from a small subset of the genome. Here, we developed a novel approach to investigate the transcription factor network responsible for estrogen-mediated transcriptional changes that makes use of a higher proportion of the biological information than conventional methods. We first performed gene expression microarray experiments by exposing MCF-7 breast cancer cells to the native estrogen, 17β-estradiol (E2). By combining the observed gene expression changes with publically available ChIP data, we generated a putative gene-regulatory network.

## Methods

### Cell culture

MCF-7 cells were purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA, No. HTB-22, lot number 5938874). MCF-7 stock cells tested negative for 40 Mollicutes species mycoplasma contaminations with the GRCF’s mycoplasma test that uses a PCR based MycoDtect™ kit from Greiner Bio–One North America, Inc. (Monroe, NC) to PCR amplify the 16S–23S intergenic spacer region with a highly conserved fluorescent primer pair. Cells were seeded at a density of 300,000 cells/well in six-well plates and allowed to grow for 72 h in complete growth media composed of DMEM-F12 (GIBCO, Life Technologies, Grand Island, NY, USA, No. 11309) supplemented with 10 % fetal bovine serum (Atlanta Biologicals, Norcross, GA, USA, No. S11150), non-essential amino acids (GIBCO, Life Technologies, No. 11140), 10 μg/mL bovine insulin (Akron Biotech, Boca Raton, FL, USA, No. AK8213), and gentamicin (Invitrogen, Life Technologies, No. 15710) in bisphenol-A-free culture flasks. After 72 h, cells were rinsed with PBS and placed in treatment media composed of DMEM/F12 supplemented with 5 % dextran charcoal-stripped fetal bovine serum (DCC, Gemini Bio-products, Sacramento, CA, US, No. 100-119), non-essential amino acids, 6 ng/mL bovine insulin, and gentamicin (Invitrogen 15710064 as per protocol) for 48 h. Cells were then exposed to 17β estradiol (E2, Sigma-Aldrich, St. Louis, MO, USA, No. E8875) or vehicle control dimethylsulfoxide (DMSO, Sigma Aldrich, No. D8418) in fresh treatment media for 2, 4, 8, and 24 h. Samples were scraped into TRI Reagent (Sigma-Aldrich, No. T9424) and stored at −80 °C until RNA isolation and q-PCR analysis.

### Gene expression microarray experiments

Total RNA from MCF-7 cells was extracted using TRIzol Reagent (Thermofisher No. 10296028) according to manufacturer’s instruction, and purified using RNeasy Mini Kit (Qiagen). Purified RNA was quantified by using NanoDrop ND-1000 spectrophotometer and the quality of RNA was analyzed by using Agilent Bioanalyzer (Agilent). In total, 100 ng of total RNA from treated and control cells was converted into cDNA and then into labeled cRNA using Agilent Low Input Quick Amp Labeling Kit (Agilent). The resulting cRNA was labeled with Cy3. Labeled cRNAs were then purified, and RNA concentration and dye incorporation were measured using NanoDrop ND-100 (Thermo Scientific ND-2000) spectrophotometer. Hybridization to Agilent SurePrint G3 human whole-genome 8 × 60 K microarray (Agilent) was conducted following the manufacturer’s protocol. Microarrays were scanned with an Agilent DNA microarray scanner. Feature Extraction (11.5.1.1 version, Agilent) was used to filter, normalize, and calculate the signal intensity and ratios. Processed data were subjected to GeneSpring (Agilent) analysis. In order to ensure sufficient statistical power, microarray experiments were performed in triplicate. Gene expression data are available via the NCBI Gene Expression Omnibus (GSE84981).

### Gene expression analysis

Data from microarray experiments were analyzed using GeneSpring (Agilent) software. Raw data were imported and quantile-normalized. Fold-change expressions for the probes were calculated by calculating the ratio of change from probes in time-matched controls. Significance for the change was computed using a *t* test and corrected for multiple tests using FDR correction. Genes were then assigned to their respective probes using the annotation files created by Agilent for the microarray plates used. No fold-change cutoff was applied to gene expression results.

### Transcription factor database curation

Several compendia exist of transcription factor–target interaction that we can use to uncover the regulatory network through which estrogen acts. For this study, we used ChIP-X enrichment analysis (ChEA) database (Kou et al. 2013) and the Encode database (Bernstein et al. 2012). The databases were combined to increase coverage of either one of them. This combined database was used to calculate enrichment using IDEA and gene set enrichment analysis (GSEA).

### Information-dependent enrichment analysis (IDEA)

Our approach calculates over-representation across multiple sets of upregulated or downregulated genes in search of the group of genes that yields the most significant enrichment. The workflow for calculating enrichment using microarray data and transcription factor database with IDEA is represented in Fig. 1. Consider the set of *N* genes identified as upregulated. Let *δ*_*i*_ describe the relationship between a transcription factor and gene *i*, where 0 ≤ *i* ≤ *N* and *δ*_*i*_ = 1 if the transcription factor regulates gene *i*. From the set of all upregulated genes, a set {*E*_*n*_} of the *n* most highly upregulated genes can be defined. This sample of *n* genes contains ∑_{*i*<*n*}_ *δ*_*i*_ genes regulated by the transcription factor. The enrichment probability *f*_*n*_ of the association between a transcription factor and the set of genes is calculated directly using a Fisher’s exact test. Specifically, *f*_*n*_ reflects the probability that a gene selected from {*E*_*n*_} and a gene selected from the genome at large have equivalent likelihood of being regulated by the transcription factor. *f*_*n*_ can be calculated for all values of *n* and test statistic *t* defined as the min_*n*_ *f*_*n*_.

**Fig. 1:**
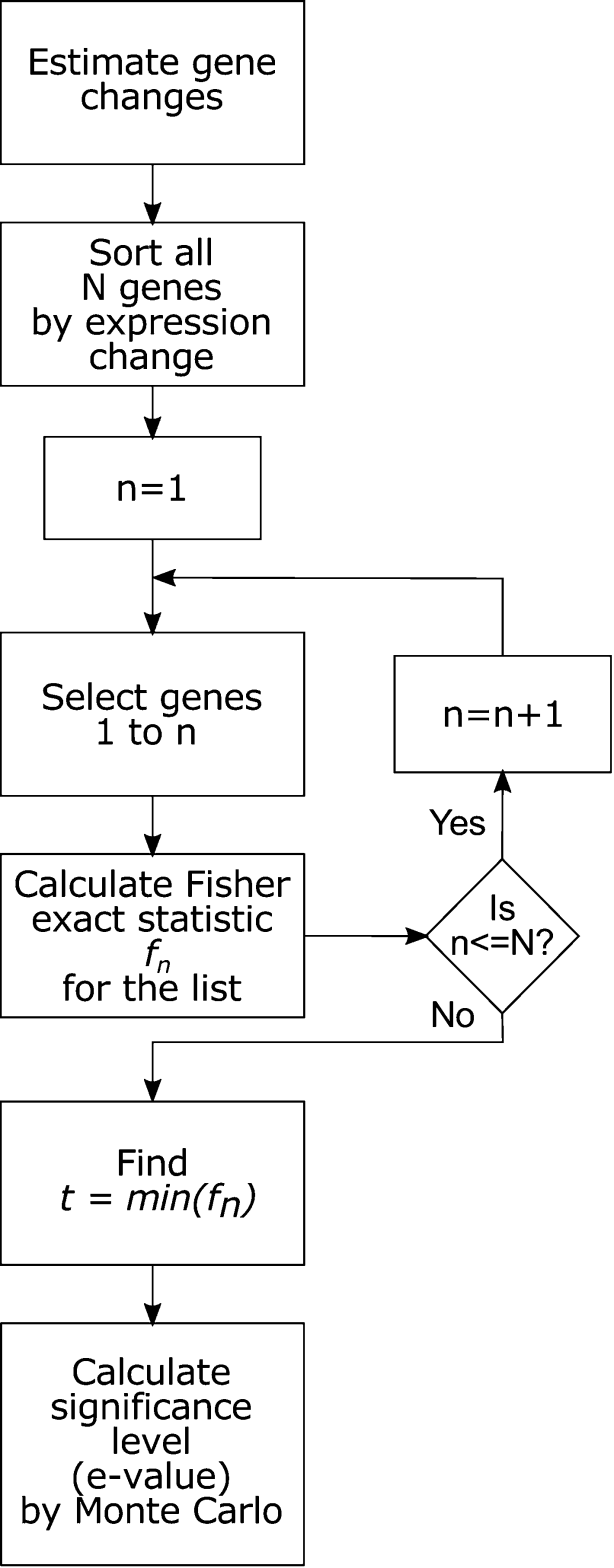
Flowchart for computing enrichment using the IDEA algorithm. Genes are split into up and downregulated sets and each set is ordered based on absolute fold-change of expression. An increasingly larger set of genes is selected for calculating enrichment of ontology categories using Fisher’s exact test. The most significant *p* value achieved through this process is compared against *p* values obtained for randomized sets of genes to calculate the final *e* value. The *flowchart* represents the process that is repeated for calculating enrichment for each category from the database

To determine whether the transcription factor is associated with the set of *N* genes, we used Monte Carlo hypothesis testing. A distribution {*t* ^0^} of null-model test statistics was established by permuting the *N* genes and calculating $$f_{n}^{0}$$ for each permutation (Supplemental Fig. S1). The best estimate of the probability *e* that *t* is consistent with the null model is determined by quantile function of {*t* ^0^} (Supplemental Fig. S2). These results were obtained using a distribution of 1000 null-model test statistics.

This procedure was repeated for all transcription factors in the database and for both up- and downregulated gene sets. The Benjamini–Hochberg multiple test correction was applied to the *e* values. The same procedure was repeated with KEGG and Reactome ontologies to establish effects of estrogen exposure on biological processes. For a practical example of IDEA calculations using a prototype data set, see Supplementary Methods.

### Weighted gene correlation network analysis (WGCNA)

A signed weighted gene correlation network analysis (WGCNA) network (Langfelder and Horvath 2008) was generated on the 7000 most highly expressed genes at 8 h as determined by rank means expression. The network was derived based on a signed Spearman correlation using a β of 8, and clustered into modules using dynamic tree cut with a height of 0.25 and a deep split level of 3, and a reassign threshold of 2. The eigenmodules—essentially the first principal component of the modules—were then correlated with dose. Each module that had a statistically significant correlation with dose was analyzed for transcription factors using the ChEA 2015 dataset accessed via EnrichR (Kou et al. 2013) restricted to MCF-7 cells.

## Results and discussion

### Response of MCF-7 cells to estrogen

The gene expression response of MCF-7 breast carcinoma cell line to 17β-estradiol (E2) has been extensively documented (O’Lone et al. 2004). However, the studies in the MCF-7 experimental system (Rae et al. 2005; Carroll et al. 2006; Chang et al. 2006; Creighton et al. 2006; Fan et al. 2006; Frasor et al. 2006; Gaube et al. 2007; Kininis et al. 2007; Lin et al. 2007a, b; Bourdeau et al. 2008; Chang et al. 2008) are inconsistent when analyzed at the gene level (Ochsner et al. 2009; Jagannathan and Robinson-Rechavi 2011) due to subtle differences in cell culture and treatment conditions. Because none of the extant studies includes a comprehensive concentration and time response, and to ensure we could evaluate effects of dose and time without combining disparate studies, we performed a comprehensive dose and time response transcriptomic study performing gene expression microarray analysis on MCF-7 cells treated with 0.01, 0.1, and 1 nM E2 for 2, 4, 8, and 24 h.

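MCF-7 is a human breast cancer cell line that carries the estrogen receptor, and its RNA was hybridized to 60 1-color Agilent arrays. There were 3 arrays for each concentration, the vehicle included, at 2, 8 and 24 h, and 6 at 4 h. The labels list each 4 h concentration and replicate number 2 times, so the 4 h arrays were treated as 2 sets of 3 per concentration, told apart by the slides they share. The paper's text does not say whether replicates are separate cultures, so a p-value may measure only technical spread. The deposited intensities are the scanner software's processed signals, with background already subtracted on each array and no normalization between arrays. They were put on the log2 scale and quantile normalized over all arrays. Of 42405 probes, 26910 (63.5%) could be given a gene symbol, and a gene was represented by its brightest probe. Genes above background on every array of at least one concentration were tested at each time, which left 24764 genes at 2 h, 22187 at 4 h, 24283 at 8 h and 21227 at 24 h. At each time limma compared every concentration with the vehicle in 1 model of the 4 groups, with the array set as a term at 4 h. Differentially expressed genes are those with a Benjamini-Hochberg adjusted p under 0.05. Gene lists for estrogen-induced genes, DNA replication, the cell cycle, G2/M, E2F targets and other processes were fixed before the data were examined. So were the main settings and the alternatives not described as chosen later. The median standard error of a log2 fold change was 0.148 at 2 h, 0.134 at 4 h, 0.152 at 8 h and 0.158 at 24 h. At 2 h all vehicle and 1 nM arrays lie on 1 slide, and at 4 h a slide of set 1 and at 8 h a slide with 1 of the 1 nM arrays hold both groups. At 24 h no slide does, so slide and 1 nM E2 are told apart there only through the 0.1 nM arrays that link the slides. For 0.01 and 0.1 nM E2, no slide at 4 or 8 h also holds the vehicle.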

The number of genes identified as differentially expressed using traditional statistical analysis (FDR-corrected *p* values <0.05) in cells treated with 1 nM E2 varied substantially with time and concentration; from zero genes after 2-h exposure to 4113 genes after 24 h (Fig. 2; Table 1). This increase in number of differentially expressed genes is not monotonic, with 547 genes identified at 4 h and only four genes identified at 8 h post-treatment. 

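After 2 h with 1 nM E2, MYC, a transcription factor that drives cell growth, rose by a log2 fold change of 1.68 ± 0.16 (SE, n = 3 arrays per group). PTGES, an enzyme that makes prostaglandin E, rose by 2.65 ± 0.22 and the potassium channel gene KCNK5 by 1.90 ± 0.19. The somatostatin receptor gene SSTR2 was at least 22.4-fold higher. After 24 h, UGT2B15, which conjugates steroids for removal, rose by 4.34 ± 0.12 and the placental gene PLAC1 by 4.26 ± 0.20. UPK1A, a membrane protein of urothelium, fell by 3.52 ± 0.15 and the surface antigen gene PSCA fell by 3.02 ± 0.09. HOPX, a regulator of differentiation, fell by 5.06 ± 0.29 on 1 of its 2 probes. In all, 228 genes were higher and 169 lower than in the vehicle at 2 h, and 3044 were higher and 3255 lower at 24 h (limma). More than a 2-fold change was seen for 100 of the higher and 59 of the lower genes at 2 h, and for 874 and 724 at 24 h. Scaled to the 75th percentile, 3387 were higher and 2890 lower at 24 h, so the direction with more genes turned. A test of the change in response between both times called 4779 genes, of which 2625 responded more positively at 24 h and 2154 more negatively. On simulated arrays, 36 of the 127 calls of this test were not planted where each time had its own spread, and 4 of 92 with one spread per gene, so the count may hold more false calls than its threshold states. Of 100 splits of the arrays, 5 reached 4779 genes, the real one among them, and another gave 6379. The possible splits include those that exchange vehicle and 1 nM arrays at only 1 of the times, which adds the responses in place of subtracting them. These counts therefore cannot decide on chance, which was not excluded. The 2 h count rests on single arrays. It was 236, 18 and 63 without vehicle replicate 1, 2 and 3, and 140, 91 and 2766 without 1 nM replicate 1, 2 and 3. With slide as a fixed block, 213 genes were called at 2 h, 2424 at 24 h and 1935 for the change between times. The per-gene test of the paper's methods called 0 at 2 h (2401 at an unadjusted p under 0.05).

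**Figure D1:**
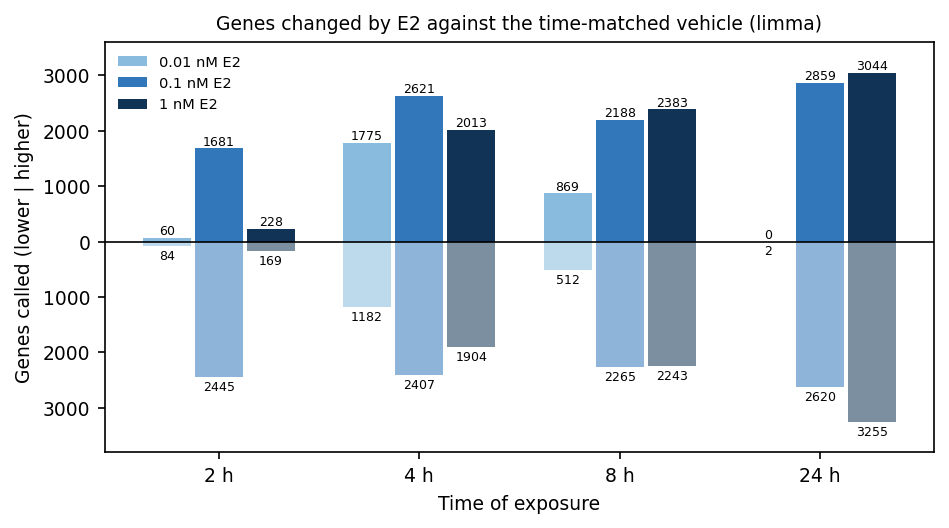
Number of genes higher (solid bars, upward) and lower (paler bars, downward) than in the vehicle at each E2 concentration in nM and time in h, at a limma adjusted p under 0.05. At 1 nM E2 the bars grow from 2 h to 24 h, and at 24 h the 0.01 nM group has a count of 2.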

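At 0.1 nM E2, MYC rose after 2 h by a log2 fold change of 2.26 ± 0.16 (SE, n = 3), EGR3, an early response transcription factor, by 2.50 ± 0.27 and the chemokine gene CXCL12 by 1.71 ± 0.21. After 24 h at this concentration, EGR3 was higher by 4.21 ± 0.33 and AREG, a ligand of the EGF receptor, by 3.64 ± 0.19. At 0.01 nM E2, MYC rose by 1.44 ± 0.16 at 2 h (adjusted p = 0.0459), while at 24 h its value was 0.22 ± 0.14 (adjusted p = 0.364). With limma, 0.1 nM E2 gave 1681 higher and 2445 lower genes at 2 h, and 2859 and 2620 at 24 h. With 0.01 nM E2 the counts were 60 and 84 at 2 h, and at 24 h 0 genes were higher and 2 lower. The 2, chosen after their values were seen, were FAM83C with a log2 fold change of -4.18 ± 0.39 and the transcript AK093857 with -3.20 ± 0.29 (adjusted p = 0.00587 for both). No lower bound was computed at this concentration, so these sizes are uncertain where a signal was at background. At 24 h there were 4705 at an unadjusted p under 0.05, and the per-gene test of the paper's methods called 0. Scaled to the 75th percentile, the 0.01 nM counts at 2 h were 2 and 1, the direction with more genes turned, and with normexp they were 432 and 706. The 0.01 nM count at 2 h was 509, 0 and 4 without vehicle replicate 1, 2 and 3, and 0 without any one of the 3 treated arrays. At 24 h it was 4 without vehicle replicate 1, 0 without vehicle replicate 3, and 6 and 5 without 0.01 nM replicate 2 and 3. The 0.1 nM count at 2 h was 1167 and 2415 without vehicle replicate 2 and 3, and 1147 and 1530 without 0.1 nM replicate 2 and 3. The per-gene test of the paper's methods, which has no slide term, called 2668 genes for 0.1 nM E2 at 2 h. With slide as a fixed block, limma called 0 genes for 0.1 nM E2 at 2 h (2828 at an unadjusted p under 0.05) and 16 for 0.01 nM. The 0.1 nM effects of the 4126 genes kept a median 0.936 of their size with that block, while their median standard error grew from 0.136 to 0.25. The concentrations at one time share their vehicle arrays, so part of any likeness between them may come from those arrays.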

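At 4 h of 1 nM E2, SLC47A1, a transporter that exports drugs and toxins, rose by a log2 fold change of 4.22 ± 0.33 (SE, n = 6 arrays per group). PTGES rose by 3.64 ± 0.19 and CITED1, a transcriptional coactivator, by 3.51 ± 0.34. ARL4D, a small GTPase, fell by 2.63 ± 0.26, CLIP4 fell by 2.12 ± 0.26 and HRCT1 fell by 2.36 ± 0.30. At 8 h SLC47A1 was higher by 3.93 ± 0.11 (n = 3), and the tyrosine kinase HCK by 3.75 ± 0.13. The keratin gene KRT13 was higher by 3.39 ± 0.15 and PLAT, which encodes tissue plasminogen activator, by 3.19 ± 0.17. MAB21L4 fell by 2.53 ± 0.17 and the synaptic scaffold gene ERC2 fell by 2.34 ± 0.20. The RNA editing enzyme APOBEC3A was at least 8.33-fold lower. With limma, 2013 genes were higher and 1904 lower at 4 h, and 2383 were higher and 2243 lower at 8 h. The per-gene test of the paper's methods called 1283 genes at 4 h, over both array sets with no term for set, and 692 at 8 h. At 4 h, array set 1 alone gave 1665 genes and set 2 alone 3710. At 8 h, 3019 genes were called without 1 nM replicate 3. With slide as a fixed block, 1524 genes were called at 4 h, 1266 of them also without the block. At 8 h 1545 were, of which 1431 were shared. On the slide that holds the vehicle and a 1 nM array at 8 h, the effects of the 4626 genes kept a median 0.958 of their size. On the shared slide of set 1 at 4 h, those of the 3917 genes kept 0.818. At 0.1 nM E2, 2621 genes were higher and 2407 lower at 4 h, and 2188 and 2265 at 8 h, where 2757 were called without 0.1 nM replicate 1. At 0.01 nM E2, 1775 were higher and 1182 lower at 4 h, and 869 and 512 at 8 h. The latter count was 2744 without vehicle replicate 3, and 498, 457 and 356 without 0.01 nM replicate 1, 2 and 3. Scaled to the 75th percentile, more genes were lower than higher at 4 h, with 1479 higher and 2195 lower at 0.01 nM, 2258 and 3275 at 0.1 nM, and 1888 and 2026 at 1 nM. At 4 h, set 1 alone gave 2823 genes at 0.01 nM and 1989 at 0.1 nM, and set 2 alone 1356 and 6080. For the 2 lower concentrations the slides at 4 and 8 h allow no value within a slide.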

Because the identification of differentially expressed genes depends on experimental factors that drive statistical power, it is unclear whether this decrease in differentially expressed genes with time is biologically meaningful. This observation is common to functional genomics experiments that test thousands of hypotheses in parallel. In our case, as we try to reconstruct the transcription factor network, the inability to determine whether these results are biological or an analytical artifact of statistical methods poses a challenge for correctly interpreting data.

**Fig. 2:**
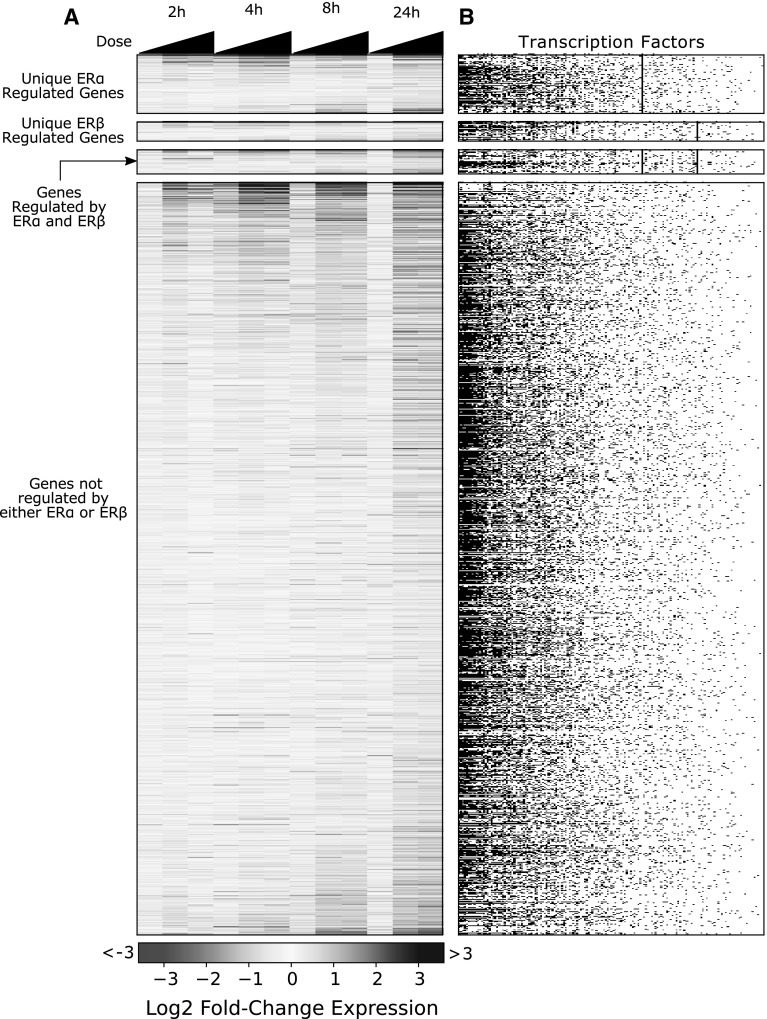
Genomic response of E2-treated MCF-7 cells. **a** Matrix of expression changes for all differentially expressed genes in response to E2 treatment. *Each row* indicates a gene; *each column* indicates a treatment condition increasing in dose (0.01, 0.1, and 1 nM) from *left* to *right*. Genes were categorized as being regulated by ERα and/or ERβ if transcription factor binding was documented for respective transcription factors in the combined ChEA and encode database. A small fraction of the differentially expressed genes have been shown to bind ERα and/or ERβ in previous studies. **b** Transcription factor regulation matrix. *Each row* is a gene and each column is a transcription factor. *Black dots* indicate that gene is shown to have the corresponding transcription factor binding

**Table 1:** Number of genes differentially expressed following E2 treatment in MCF-7 cells (FDR *p* value ≤0.05)

	2 h		4 h		8 h		24 h	
	Up	Down	Up	Down	Up	Down	Up	Down
0.01 nM	3	9	48	39	14	14	0	0
0.1 nM	205	120	670	312	229	180	1350	954
1.0 nM	0	0	375	172	3	1	2101	2012

Because the lists of differentially expressed genes derived from microarray experiments are determined by statistical power (e.g., number of replicates, RNA isolation protocol, and microarray platform) as well as biology, using standard over-representation analysis to assign functional ontology descriptions to sets of genes is likely be misleading. Classical overrepresentation analysis suffers from a number of shortcomings. Gene expression changes are aggregated into lists of up- and downregulated genes based on statistical significance, magnitude of change, or some combination of these and other factors. These choices result in a list of genes with the most extreme response. However, it is rare that a gene encodes a protein that is solely responsible for the cellular response to stimuli. In most cases, multiple genes are transcribed to varying degrees to bring about a cellular change. Using an arbitrary analytical threshold cutoff (i.e., *p* value or fold change) does not take into account the diverse nature of gene transcription in relation to PoTs. This traditional approach is unlikely to capture subtle effects at low doses or early time points where very few genes are identified as significantly differentially expressed. Indeed, this approach often results in no categories enriched at low exposures and many non-informative categories enriched at high exposures. Additionally, because statistical cutoffs are not biologically motivated and the number of statistically significant genes may be different for each experimental condition, it is difficult to compare relative enrichments for categories across experimental conditions.

To address this problem, we developed an alternative approach for assessing enrichment from high-throughput data. Our approach has the advantage of being relatively insensitive to variability in statistical power in assignment of differential expression and makes use of a greater portion of the gene expression data to determine enrichment for transcription factor binding or functional ontology.

### The information-dependent enrichment analysis (IDEA) algorithm for calculating enrichment

IDEA bypasses the limitations of existing methods by avoiding differentially expressed gene lists and instead uses the entire set of microarray data to create a gene list ordered by expression values. This approach avoids attempts to balance the sensitivity and specificity with statistical cutoffs and concerns about bias in the background.

The IDEA algorithm calculates over-representation across multiple sets of upregulated or downregulated genes in search of the group of genes that yields the most significant enrichment (see “Methods” section, Fig. 1, Supplementary Methods for a rigorous description of the algorithm). The statistical power of over-representation calculations varies considerably depending on the number of genes used for the calculation (Fig. 3). A static set of genes—such as that produced by traditional gene expression analysis—may not yield optimal enrichment. Alternatively, considering gene sets of different sizes allows one to identify the genes that provide the maximum information about enrichment. Effectively, this allows identification of enrichment patterns from relatively weak transcriptional changes, such as those produced by exposures to low chemical concentrations for short durations.

**Fig. 3:**
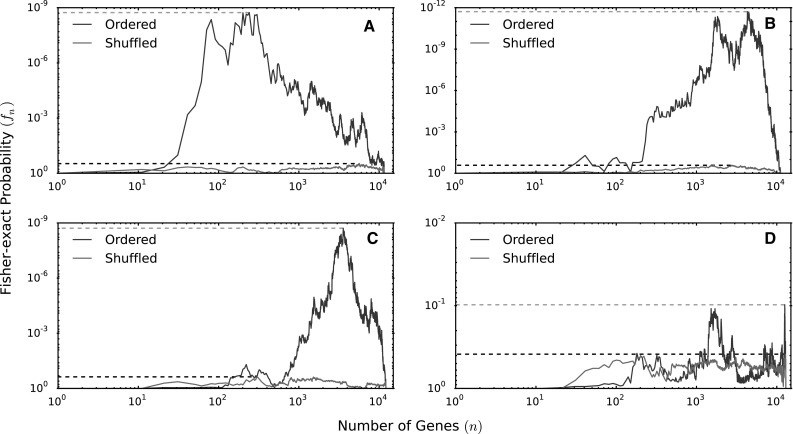
Enrichment of ERα binding for genes up- and downregulated by E2 in MCF7 cells. The enrichment (i.e., Fisher’s exact probability, *blue traces*) varies considerably depending on the number of genes used for the calculation for **a** genes upregulated 24 h post-treatment, **b** downregulated 24 h post-treatment, **c** upregulated 2 h post-treatment and **d** downregulated 2 h post-treatment. Enrichment for genes ordered by decreasing fold-change (*blue*) and shuffled sets of background genes (*green*) are shown. *Dashed lines* indicate lowest enrichment *p* value achieved by a subset of the gene list sorted by decreasing absolute fold change (*red*) or randomly shuffled (*black*). Once the gene lists are sorted by fold change the lowest enrichment *p* value changes by 9 orders of magnitude (**a**–**c**). For genes downregulated at 24 h, **d** sorting the list by fold change does not improve the *p* value of enrichment. This indicates an inherent lack of information about ERα enrichment in the gene expression pattern in genes downregulated at 24 h (color figure online)

IDEA identifies enrichment patterns in expression signatures by sorting genes based on their response to experimental perturbation. This sorting uses the magnitude of expression change and does not depend on arbitrary pre-defined thresholds (statistical or otherwise) of change. If there is a coherent enrichment signature driving expression changes, one expects it to be identifiable from the most highly up- or downregulated genes (Fig. 3). The combination of fold-change-based sorting and enrichment using incrementally larger list of genes enables IDEA identify enrichment patterns that might have been missed using traditional approaches.

IDEA provides a natural basis for determining statistical significance for enrichment calculations. For each statistical test, a battery of background sets is prepared from the ensemble of all genes up- or downregulated in response to treatment. For each background set in this battery, the maximal enrichment is calculated, yielding a null-model test statistic. This collection of null-model test statistics collectively provides a null model for determining enrichment significance in the test data (see “Methods” section). Along with the actual *p* value of enrichment, the number of genes required to achieve that value provides an additional metric for comprehending cellular response. A category that requires a larger proportion of background genes to achieve peak enrichment is driven by a larger cohort of weakly responding genes, whereas if peak enrichment is achieved using a smaller number of genes, the category is being driven by a small highly responsive set.

Taking into account all the information provided by the algorithm, we can predict how the cell responds to stimuli in a time- and dose-dependent manner. We calculated enrichment for all transcription factors from our knowledgebase using IDEA. To better understand the changes in enrichment across multiple transcription factors, we created an online interactive visualization tool for exploration of our results (http://www.scitovation.com/MCF7_IDEA_Applet).

### Estrogen receptors drive the short-term transcriptional response to E2

We surveyed existing ChIP datasets to evaluate the factors driving estrogen-mediated transcriptional changes. Interestingly, ERα and ERβ—two primary estrogen transcription factors—bind only about 11 % of the differentially expressed genes. This low degree of overlap between receptor binding and gene expression regulation is in sharp contrast to other nuclear receptors that have been shown to account for approximately half of the affected genes’ expression (van der Meer et al. 2010; McMullen et al. 2014).

At 2 h, of the upregulated genes, 28 % are required to reach peak ERα and ERβ enrichment. At 24 h, this ratio shifts to only 1.7 % for ERα and 7.8 % for ERβ. In other words, the ERα and ERβ signal increases over time—at 2 h it is barely above background level, while at 24 h the signal is more distinct.

We investigated the large variation in number of genes needed for peak enrichment to determine whether this factor contained information about the biology of the system. Similar sets of ERα and ERβ genes are upregulated at 2 and 24 h (Fig. 4). Also, the highest responding genes at 24 h are also upregulated at 2 h. Hence, the time course of estrogen receptor enrichment shows a shift from a large suite of ER genes expressed at low level to a small set of highly expressed ER genes.

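Of the genes that rose most at 24 h of 1 nM E2, ARHGAP36, a regulator of GTPases, had already risen at 2 h by a log2 fold change of 1.23 ± 0.20 (SE, n = 3, adjusted p = 0.0208). So had EGR3 by 1.56 ± 0.27 (adjusted p = 0.0266) and the cell adhesion gene CDH26 by 1.36 ± 0.27 (adjusted p = 0.0385). The call for EGR3 at 2 h was lost without vehicle replicate 1 (adjusted p = 0.0598), 2 (0.114) or 3 (0.0668) and without 1 nM replicate 2 (0.0864). PLAC1 had a value of 1.55 ± 0.35 (adjusted p = 0.0586), AREG of 0.14 ± 0.13, PKIB, an inhibitor of protein kinase A, of 0.09 ± 0.15 and UGT2B15 of -0.01 ± 0.15, none of which passed the test at 2 h. The 241 most upregulated genes at 24 h, a number taken from the paper, had a positive log2 fold change at 2 h in 146 cases (60.6%), against 47.2% of all 34506 genes on the array. Their median at 2 h was 0.14, against -0.02 for all genes, and 57 were more than 2-fold higher at 2 h. Among the 39 most upregulated, 26 (66.7%) were positive at 2 h, and among the 1000 most upregulated 48.4% were. The share for the 241 genes lay between 56.8% and 64.7% when single arrays were left out, and was 58.1% against 43.4% over probes above background. These are counts of signs without a test, since genes are not independent replicates.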

**Fig. 4:**
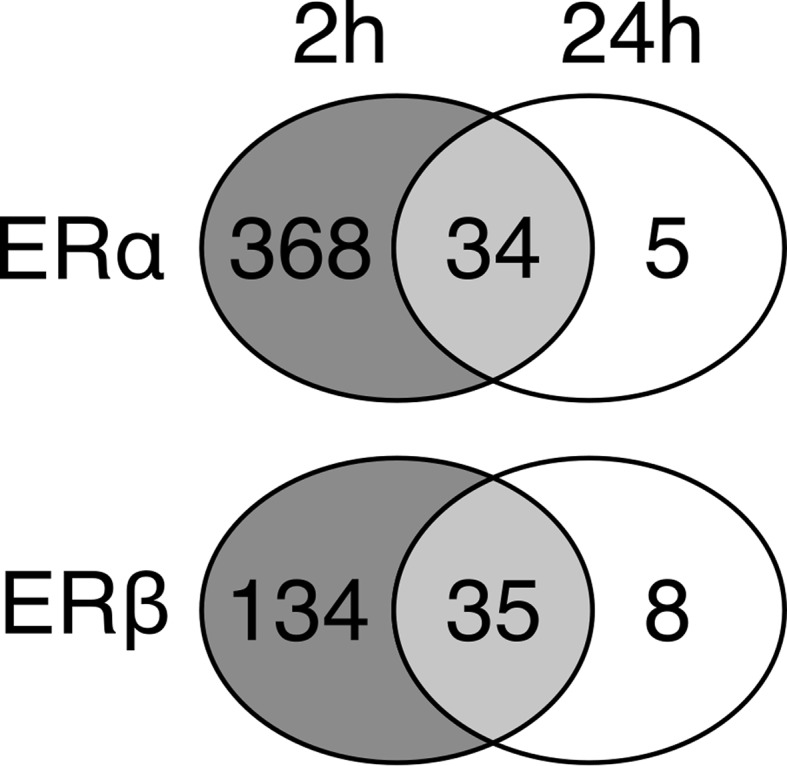
Upregulated ERα- and ERβ-associated genes are consistent over time. Overlap of genes upregulated in response to 2 and 24 h exposures of 1 nM E2 in MCF7 cells. Almost all genes contributing to enrichment of ERα and ERβ at 24 h also contributed to the enrichment at 2 h, indicating the consistency of estrogen response. While the number of ERα- and ERβ-associated genes decreases between 2 and 24 h, these genes remain highly upregulated (Fig. 2, Supplementary Fig. S3)

Plotting the distribution of expression for all ERα- and ERβ-regulated genes provides further evidence to the switch in pattern of regulation (Fig. 5). 

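Genes that exceeded a 4-fold rise at 24 h of 1 nM E2 include EGR3, with a log2 fold change of 4.33 ± 0.33 (SE, n = 3), AREG with 3.93 ± 0.19 and MYBL1, a transcription factor of the MYB family, with 3.15 ± 0.09. ARHGAP36 rose by 4.01 ± 0.20 and PKIB by 3.11 ± 0.18. The cadherin gene CDH26 rose by 3.67 ± 0.15, the matrix protein gene MGP by 3.20 ± 0.14 and the ion channel gene CALHM3 by 3.48 ± 0.14. The UDP-glucuronosyltransferase UGT2B11 was at least 16.7-fold higher and the matrix protease ADAMTS4 at least 9.25-fold. Each of the 10 had an adjusted p under 0.05 by limma, and each of their calls was kept with slide as a fixed block. In the MCF-7 cells, 223 of the 17225 genes with a positive log2 fold change were more than 4-fold higher, counted over all genes on the array with no filter on signal.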

At 24 h, there is a larger set of highly upregulated genes (greater than fourfold change) than in background. Alternatively, at 2 h, all the ERα- and ERβ-regulated genes track background levels of gene expression more closely. All these observations taken together indicate that at ERα and ERβ are strong drivers of the underlying expression pattern at 24 h, but their signal is mediated by only a limited subset of the full group of differentially expressed genes.

**Fig. 5:**
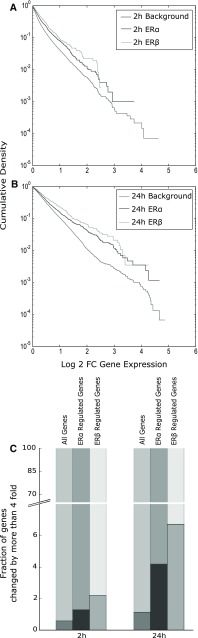
ERα- and ERβ-regulated genes are highly upregulated in response to E2 treatment. Cumulative distributions of expression changes in all upregulated genes and those that are regulated by ERα and ERβ at **a** 2 h and **b** 24 h. At 2 h, the cumulative distribution of both ERα and ERβ upregulated genes follows the background distribution closely. However, at 24 h, the distribution of genes regulated by the transcription factors deviates from substantially from background. **c** The fraction of genes in each of these treatment groups that is more than fourfold upregulated confirms that estrogen receptor-mediated genes are highly upregulated by E2 treatment. After 2 h of treatment, <0.5 % of all upregulated genes are more than fourfold upregulated. In contrast, 1.5 % of ERα-regulated and 2 % of ERβ regulated genes are changed fourfold. At 24 h, this ratio increases to 1 % when all upregulated genes are considered. However, at 24 h, substantially more ERα and ERβ regulated genes (4.2 and 6.7 %, respectively) are upregulated at least fourfold

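PTGES and SSTR2 had passed a 4-fold rise after 2 h of 1 nM E2, while EGR3 and CXCL12, more than 4-fold higher at 24 h, had not reached it by then. The share of upregulated genes that were more than 4-fold higher with 1 nM E2 was 0.694% at 2 h (113 of 16272 genes), 0.657% at 8 h (108 of 16437) and 1.29% at 24 h. At 4 h, 103 of 16492 genes were. Over probes on all signal levels the share includes dim genes, whose ratios spread more widely. Scaling each array to its 75th percentile gave 1.32% at 2 h and 0.929% at 24 h, and a background model that adds an offset gave 0.0257% and 0.21%, so the order of these times depends on the scaling. The 2 h share was 1.45% without 1 nM replicate 3. The share at 24 h lay between 1.5% and 2.78% when single arrays were left out, each above the 1.29% of all arrays. Single 1 nM arrays against the vehicle mean gave 3.15% to 6.91% at 24 h and 2.04% to 2.73% at 2 h. The share thus depends on how many arrays are averaged, which were 6 per group at 4 h and 3 at the other times.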

With respect to defining a signature of toxicity, this approach allows quantifying the strength of the signal at different time points. Standard overrepresentation analyses are unable to capture the gradual increase in strength of the signal. This results in misleading observations regarding the threshold like behavior of transcriptional factor signaling cascades. Using IDEA allows us to establish that a large subset of weakly upregulated or downregulated genes can indeed drive the signaling networks.

A very different pattern of enrichment is observed in the case of downregulated genes. Looking at gene expression at 2 h, there was no enrichment in ERα and ERβ profiles detected. We observed enrichment for a few other transcription factors, including ZNF217, indicating that the absence of enrichment is due to lack of ER signaling in these genes rather than a lack of gene expression. At later times, estrogen receptors are highly enriched by downregulated genes. However, the fact that their peak enrichment never requires <37 % of all downregulated genes indicates that ERα and ERβ are not key mediators of downregulated gene response.

### Growth factors drive the long term transcriptional response

Persistent exposure of MCF-7 cells to E2 induces cell proliferation (Soto and Sonnenschein 1985). We believe the shift from low-level expression of large numbers of ER-mediated genes to high-level expression of fewer ER-mediated genes results from a shift from estrogen-specific signaling to more generic cell cycle signaling. At 24-h E2F7, E2F1 and Foxm1 are enriched in addition to the ERs. Both Foxm1 and E2F1 are transcriptional activators involved in cell proliferation (Stender et al. 2007; Real et al. 2011). 

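E2F1, a transcription factor that drives entry into S phase, rose at 24 h of 1 nM E2 by a log2 fold change of 1.70 ± 0.13 (SE, n = 3, adjusted p = 8.51e-06). E2F7, a repressor of the same family, rose by 1.87 ± 0.10 (adjusted p = 1.86e-06), and FOXM1, which drives genes of mitosis, by 1.07 ± 0.13 (adjusted p = 0.000171). Of 41 E2F target genes, 41 rose and 0 fell at 24 h, also when adjusted over the list alone, with a median log2 fold change of 1.64. DTL, which marks replication proteins for breakdown, rose by 2.09 ± 0.11 and the nuclease EXO1 by 2.04 ± 0.10. ESCO2, which joins sister chromatids, rose by 2.06 ± 0.19 and CDC45, part of the replicative helicase, by 1.99 ± 0.11. The list stood above the other genes in camera with a preset correlation of 0.01 (adjusted p = 2.74e-34), a call that held with an estimated correlation (adjusted p = 0.0075). On the slide with the vehicle at 24 h, the 0.1 nM array showed 41 of the 41 targets higher, with a median of 1.50. The list stands in for target sets that were not at hand, and it does not tell targets of E2F1 from those of E2F7.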

E2F7 represses the activity of E2F1 by binding to E2F1-responsive genes (De Bruin et al. 2003; Liu et al. 2013). However, at 24 h, E2F7 is only enriched in the set of upregulated genes. Since it is not enriched in downregulated genes, E2F7 enrichment is not inhibiting the generic cell cycle signature promoted by E2F1.

ZNF217, a transcription factor that has been implicated in cell division and differentiation in many cancers (Zhu et al. 2005; Littlepage et al. 2012; Rahman et al. 2012), is enriched by downregulated genes at all time points. High levels of ZNF217 mRNA are a marker of poor prognosis in breast cancer (Littlepage et al. 2012). ZNF217 primarily acts by repressing genes that halt cell cycle, thereby promoting cell growth and differentiation (Thollet et al. 2010). This loss of gene expression is consistent with the role of ZNF217 as a repressor that is essential to proliferation in breast cancer cells (Thollet et al. 2010).

### Relationship to gene set enrichment analysis (GSEA)

GSEA (Subramanian et al. 2005) attempts to use a priori gene set information to calculate enrichment of gene lists. We applied the GSEA algorithm to our combined transcription factor database to better understand the relationship between IDEA and existing methods (Subramanian et al. 2005). The results agree closely with those obtained by us. At 2 h, only ERα, ERβ, and NOTCH1 are enriched in cells treated with 1 nM E2 using recommended parameters at a FDR of <25 %, the value used by the creators of GSEA as a valid cutoff for establishing enrichment (Subramanian et al. 2005). At 24 h, 69 transcription factors are identified as enriched in treated cells. Additionally, at 2 h, ERα and ERβ are highly enriched for treated cells, whereas at 24 h the E2F family of proteins is highly enriched for the treated cells. This result aligns with our hypothesis that a proximate ER network feeds into the generic cell cycle processes to effect proliferation and other phenotypic alterations associated with E2 treatment.

GSEA discerns differences in enrichment between two experimental conditions (often a treatment and a control) by attributing enrichment of each gene set to one of the two conditions. When using GSEA to compare enrichment between estrogen-treated and untreated cells, transcription factors associated with downregulated genes and those that have no effect are both identified as enriched in untreated cells. As shown above, ERα and ERβ are associated with large sets of both upregulated and downregulated genes. The similarities and differences in the composition of these gene sets and their expression patterns are essential in uncovering the underlying transcription factor network. At longer exposures, GSEA identifies enrichment in ERα and ERβ in untreated cells but ignores the small set of highly upregulated genes driven by these transcription factors. This rigidity inherent to the GSEA method hinders its utility in interpreting results, whereas the same transcription factors may be responsible for both activation and repression of genes through different pathways. Finally, the results of GSEA are dependent on the choice of weight function for calculating the enrichment statistic, whereas IDEA relies on the statistics of the hypergeometric distribution to calculate enrichment and places no a priori conditions on the possible enrichment categories.

### Evidence for cell cycle signaling from functional ontologies

Cell cycle is controlled by a large number of transcription factors. Hence it was necessary to ensure that enrichment in E2F family of proteins is indicative of global cell cycle signaling in the cell. Functional ontologies like Kyoto encyclopedia of genes and genomes (KEGG) and Reactome attempt to assign genes to functional categories based on information curated from experimental results. These databases are better at identifying processes (i.e., cell cycle, metabolism, etc.) that depend on a relatively large section of the genome to be expressed. As such they complement transcription factor databases that capture processes regulated by a small subset of genes in the genome.

To investigate the hypothesis of altered cell cycle signal appearing only after longer exposures, we calculated the enrichment of functional categories in both Reactome and KEGG using the IDEA algorithm. We observed a very clear temporal pattern of enrichment of cell cycle-related categories. At 2 and 4 h, none of the cell cycle-related categories were enriched. However, at 8 h, we observed enrichment of some cell cycle-related categories like DNA replication. 

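MYC, GADD45B and GADD45G, the latter 2 of which respond to stress, had risen at 2 h of 1 nM E2 and STAG1, a part of cohesin, had fallen. These were the 4 of 119 tested cell cycle genes that passed (4 higher and 10 lower when adjusted over the list alone, and 0 by the per-gene test of the paper's methods). At 4 h CDK6, a kinase of the G1 phase, fell by a log2 fold change of 1.44 ± 0.19 (SE, n = 6) and the kinetochore motor CENPE by 1.17 ± 0.19. MCM6, a subunit of the replicative helicase, rose by 0.46 ± 0.13 (adjusted p = 0.0198), though not with array set 1 alone or with slide as a fixed block. For DNA replication, limma called 0 of 36 genes at 2 h, over all genes and when adjusted over the list alone. At an unadjusted p under 0.05, 1 was higher and 4 lower, and the per-gene test called 0. At 4 h 8 rose and 0 fell, over all genes tested and when adjusted over the list alone. Of the 118 cell cycle genes tested at 4 h, 20 rose and 6 fell (22 and 9 adjusted over the list alone). Of the 38 G2/M genes, 0 passed at 2 h with limma (0 and 10 adjusted over the list alone). There were 0 higher and 15 lower at an unadjusted p under 0.05, and 0 by the per-gene test. At 4 h 0 rose and 3 fell, CENPE, ASPM and CENPF (0 and 1 adjusted over the list alone), and the calls of the last 2 were lost in several settings. At 2 h the median log2 fold change was -0.12 for the cell cycle (camera adjusted p = 0.0479) and -0.23 for G2/M (adjusted p = 1.09e-05). For both it was adjusted p = 0.89 with an estimated correlation. The first of these calls was lost without vehicle replicate 1 (adjusted p = 0.0565), vehicle replicate 3 (0.243) and 1 nM replicate 2 (0.393), and with slide (0.0576) or replicate number (0.0571) as a fixed block. At 4 h DNA replication stood above the other genes with a median of 0.17 (adjusted p = 0.0206, and adjusted p = 0.74 with an estimated correlation). That call was lost without 1 nM set 1 replicate 1 (adjusted p = 0.0504), 1 nM set 2 replicate 3 (0.0518) and vehicle set 2 replicate 1 (0.0647) and 2 (0.0724). Its adjusted p was 0.507 with slide as a fixed block, and with scan day as a block or array set 1 alone, chosen after the values were seen, it was 0.532 and 0.636. The median for G2/M at 4 h was -0.12 (adjusted p = 0.136), and a fall was called without vehicle set 2 replicate 2 (0.0252) or 3 (0.0491), with slide as a fixed block (0.00125) and, in settings chosen after the values were seen, with scan day as a block (8.44e-05) or array set 1 alone (1.29e-07). On the slide of set 1 that holds vehicle and 1 nM arrays, the 4 h medians were 0.00 for DNA replication, -0.04 for the cell cycle and -0.25 for G2/M. In the rank enrichment of the paper's methods (1000 shuffles), the adjusted permutation p at 2 and 4 h was 0.859 and 0.617 for DNA replication. It was 0.932 and 0.445 for the cell cycle, and 0.983 and 0.969 for G2/M.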

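POLE2, a subunit of a replicative DNA polymerase, rose at 8 h of 1 nM E2 by a log2 fold change of 1.26 ± 0.09 (SE, n = 3). FEN1, a nuclease that trims Okazaki fragments, rose by 1.15 ± 0.16, the helicase subunit MCM7 by 1.14 ± 0.12 and POLD1, the catalytic subunit of another replicative polymerase, by 1.11 ± 0.12. Of 36 DNA replication genes, 26 rose and 0 fell (26 and 1 adjusted over the list alone), and the per-gene test of the paper's methods called 10 higher. Their median log2 fold change of 0.62 stood above that of the other genes (camera adjusted p = 1.71e-14), a call that held with an estimated correlation (adjusted p = 0.00406). In the rank enrichment the adjusted permutation p was 0.00475. On the slide that holds the vehicle arrays and 1 nM replicate 1, 32 of the 36 were higher in that array, with a median of 0.57. Among the cell cycle genes, CDC25A, a phosphatase that activates cyclin-dependent kinases, rose by 1.41 ± 0.08 and the origin recognition gene ORC1 by 1.66 ± 0.13. Of the 118 tested, 32 rose and 10 fell (36 and 11 adjusted over the list alone), with a median of 0.14 (camera adjusted p = 0.00133, and adjusted p = 0.162 with an estimated correlation). The rank enrichment of the cell cycle list had an adjusted permutation p of 0.0253, which was 0.0854 without vehicle replicate 1 and 0.215 without vehicle replicate 3.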

Finally, at 24 h post-treatment, all mitotic cell cycle-related categories in both Reactome and KEGG were significantly enriched. Furthermore, the numbers of genes needed for peak enrichment at 24 h were less than those needed at 8 h, indicating stronger information content in the enrichment signal at 24 h. 

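CDK1, the kinase that starts mitosis, rose at 24 h of 1 nM E2 by a log2 fold change of 1.74 ± 0.12 (SE, n = 3). The kinetochore gene NUF2 rose by 1.77 ± 0.19, the proliferation marker MKI67 by 1.64 ± 0.21 and NDC80, the partner of NUF2, by 1.52 ± 0.12. Of 38 G2/M genes, 36 rose and 0 fell, also when adjusted over the list alone. In DNA replication, the polymerase subunit POLE2 rose by 1.88 ± 0.12, the helicase DNA2 by 1.70 ± 0.18 and the primase gene PRIM1 by 1.56 ± 0.10. Of these 36 genes 31 rose and 1 fell, with the same counts adjusted over the list alone. The lower gene, POLD4 (-0.43 ± 0.08), was chosen after its value was seen. In the cell cycle list CHEK2, a kinase of the DNA damage checkpoint, rose by 1.86 ± 0.13. Of the 118 genes of this list, 62 rose and 13 fell (67 and 17 adjusted over the list alone). The medians were 1.19 for G2/M, 0.98 for DNA replication and 0.38 for the cell cycle. All stood above the other genes in camera (adjusted p = 6.62e-24, 1.87e-19 and 8.68e-11), and these calls held with an estimated correlation (adjusted p = 0.0285, 0.00461 and 0.00707). In the rank enrichment each had an adjusted permutation p of 0.0038, from 0.001, the smallest that 1000 shuffles can give. No slide holds the vehicle and 1 nM E2 at 24 h. The 0.1 nM array on the slide of the vehicle had 38 of the 38 G2/M genes higher (median 0.99), 35 of the 36 DNA replication genes (1.11) and 92 of the 118 cell cycle genes (0.44).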

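PRIM1 rose at 8 h of 1 nM E2 by a log2 fold change of 1.05 ± 0.08 (SE, n = 3), CDC45 by 1.16 ± 0.12, EXO1 by 1.01 ± 0.10 and CDK1 by 0.45 ± 0.12. Between 8 and 24 h the response to 1 nM E2 changed in 1261 genes, 628 of them more positive at 24 h and 633 more negative (limma, all arrays in 1 model). With 1 nM, the enrichment of DNA replication peaked at the 1921 genes that rose most at 8 h (11.69% of the genes higher) and at 2551 genes (14.81%) at 24 h. For the cell cycle the peak moved from 1551 genes (9.44%) to 2991 (17.36%), while with 0.1 nM E2 it moved from 8751 genes (52.12%) to 2801 (16.12%). For the E2F target genes at 1 nM it moved down, from 2381 genes (14.49%) at 8 h to 1131 (6.57%) at 24 h. The G2/M genes peaked at 12201 genes (74.23%) at 8 h, where the adjusted permutation p was 0.111, and at 3771 (21.89%) at 24 h. Estrogen-induced genes peaked at 531 genes (3.23%) and then at 4081 (23.69%). A peak is a single point of a curve over ranked genes, computed every 10 genes, and the difference between the peaks was not tested.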

We also clustered the enrichment profiles obtained from KEGG ontology using a hierarchical clustering algorithm with Euclidian distance metric between decimal logarithms of *t* values (Fig. 6). The clustering showed a similar response with signaling pathways being activated as early as 2 and 4 h. Cell cycle and DNA replication were only enriched at 8 and 24 h. Figure 7 illustrates the general time dependence of key transitions in transcription factor and functional ontology enrichment patterns.

**Fig. 6:**
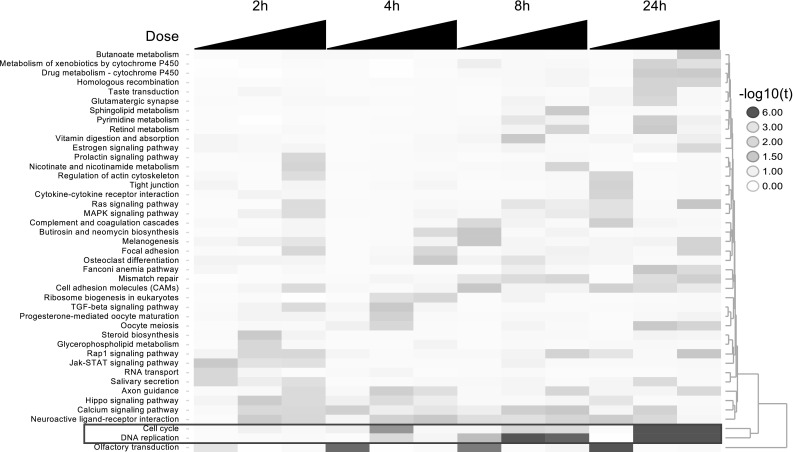
Clustering *t* values for enriched KEGG pathways. The map shows enrichment values for various KEGG pathways across E2 concentration and exposure time. *Each row* represents a KEGG category while *each column* represents a treatment condition increasing in dose (0.01, 0.1, 1 nM E2) from *left* to *right*. The enrichment values were clustered using a hierarchical clustering algorithm using Euclidian distance between decimal logarithm of *t* values as a clustering metric. Cell cycle-related pathways cluster independent of all other pathways (*green box*). Cell cycle is strongly enriched only at 24 h post-treatments, while DNA replication is enriched at both 8 and 24 h post-treatment. This is consistent with changing transcription factor enrichment observed with IDEA (color figure online)

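At 0.1 nM E2, POLE2 rose by a log2 fold change of 1.39 ± 0.09 (SE, n = 3) at 8 h and by 1.83 ± 0.12 at 24 h, and MCM7 by 1.21 ± 0.12 and 1.42 ± 0.08. At 0.01 nM E2, POLE2 rose by 0.93 ± 0.09 at 8 h and MCM7 by 0.79 ± 0.12, while at 24 h their values were 0.16 ± 0.12 and -0.10 ± 0.08 and did not pass. Of the 36 DNA replication genes, 24 rose at 8 h with 0.1 nM E2 (27 adjusted over the list alone) and 31 at 24 h, where 1 fell. At 4 h 15 rose and 0 fell with 0.1 nM (17 and 0 adjusted over the list alone, camera adjusted p = 1.49e-05). That call was lost with an estimated correlation (0.466) and array set 1 alone (0.794), the latter chosen after the values were seen. At 2 h 4 rose and 0 fell (3 and 0, camera adjusted p = 0.00947), lost with an estimated correlation (0.758) and slide as a fixed block (0.462). The rank enrichment had an adjusted permutation p of 0.504 at 2 h and 0.22 at 4 h. With 0.01 nM E2, 15 rose at 8 h (24 adjusted over the list alone). At 24 h limma called 0, with 0 higher and 8 lower at an unadjusted p under 0.05, and the per-gene test of the paper's methods called 0. Median changes at 0.1 nM were 0.69 at 8 h (camera adjusted p = 3.29e-16) and 1.01 at 24 h (9.69e-21), and 0.37 at 8 h with 0.01 nM (1.38e-10). These calls held with an estimated correlation (adjusted p = 0.00266, 0.00339 and 0.00817). Of the cell cycle genes at 0.1 nM, 37 rose and 7 fell at 8 h (43 and 10 adjusted over the list alone) and 57 rose and 10 fell at 24 h (62 and 12). Their camera adjusted p was 7.65e-07 at 8 h (adjusted p = 0.0578 with an estimated correlation) and 8.05e-12 at 24 h, where it held (0.00521). At 0.01 nM, 18 cell cycle genes rose and 4 fell at 8 h, where the list did not stand apart (camera adjusted p = 0.117). At 24 h 0 were called (15 higher and 19 lower at an unadjusted p under 0.05, and 0 by the per-gene test). The rank enrichment of the cell cycle at 0.1 nM had an adjusted permutation p of 0.012 at 4 h, 0.00271 at 8 h and 0.004 at 24 h. The 4 h enrichment was lost with 75th percentile scaling (0.0809) and without vehicle set 1 replicate 2 (0.11), and with array set 1 alone, chosen after the values were seen, the median of the list was -0.05. All concentrations at a time share their vehicle arrays, so part of what they have in common may come from these.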

**Fig. 7:**
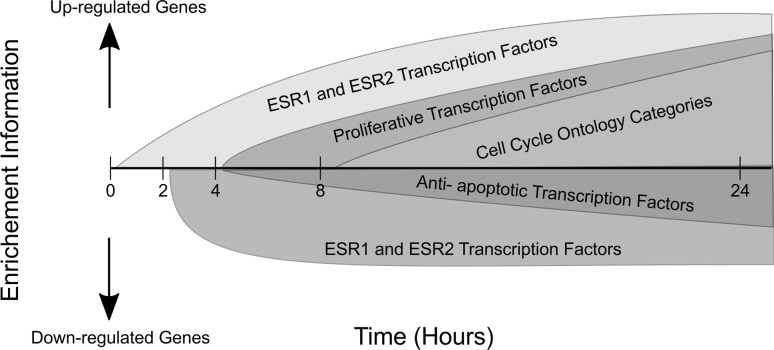
Summarizing key events in estrogen signaling. Genes upregulated by ERα and ERβ already show a strong expression pattern at 2 h post-treatment. This pattern continues to get stronger with time. Generic proliferative transcription factors including E2F1 and E2F4 are enriched at 8 h post-exposure but not at earlier times. Concordantly, genes involved in cell cycle and proliferation also show a strong upregulated pattern. Some ERα and ERβ genes are downregulated in response to E2 treatment; their expression patterns, however, remain unchanged over time

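MYC was higher at every time with 1 nM E2, by log2 fold changes of 1.66 ± 0.18 (SE, n = 6) at 4 h, 1.47 ± 0.12 (n = 3) at 8 h and 1.1 ± 0.14 at 24 h. EGR3 moved from 2.93 ± 0.32 at 4 h to 3.08 ± 0.12 at 8 h, and CXCL12, which draws immune cells, from 2.75 ± 0.20 to 2.76 ± 0.09, with 3.02 ± 0.09 at 24 h. Of 38 estrogen-induced genes, 21 rose and 0 fell at 2 h (33 and 1 adjusted over the list alone). At 4 h 35 rose (36 adjusted over the list alone), at 8 h 36 (37), and at 24 h 31 (33), where 1 fell. That gene, IRS1, an adaptor of insulin signaling, was chosen after its value of -0.40 ± 0.11 was seen. The medians of the list were 0.85, 1.31, 1.29 and 1.22 at 2, 4, 8 and 24 h. In camera the adjusted p was 6.16e-31 at 2 h, or adjusted p = 0.108 with an estimated correlation. It was 7.63e-43, 8.32e-32 and 8.12e-23 at the later times, where the calls held (0.0037, 0.000287 and 0.00038). In the rank enrichment the adjusted permutation p was 0.00949, 0.00633, 0.00475 and 0.0038. The medians on slides shared with the vehicle were 1.34 at 4 h and at 8 h. At 0.1 nM E2 the medians were 1.08, 1.47, 1.37 and 1.28, and at 0.01 nM 0.50, 1.02, 0.78 and 0.12. With 0.01 nM, 6, 30 and 25 of the list rose at the first 3 times (22 at 2 h adjusted over the list alone). At 24 h limma called 0, where 7 were higher and 6 lower at an unadjusted p under 0.05 and the per-gene test of the paper's methods called 0.

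**Figure D2:**
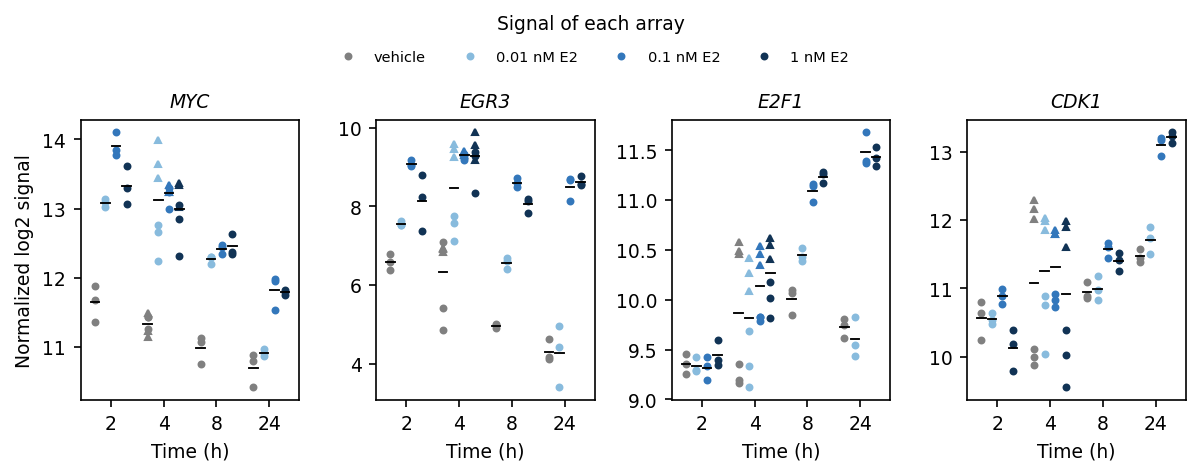
Normalized log2 signal (y axis) of MYC, EGR3, E2F1 and CDK1 on each array against E2 concentration in nM, by time in h; bars are group means, and at 4 h triangles are array set 1 and circles set 2. MYC and EGR3 stand above the vehicle at 1 nM E2 from 2 h on, and CDK1 by a log2 fold change of 1.74 at 24 h.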

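E2F1 mRNA rose at 8 h of 1 nM E2 by a log2 fold change of 1.23 ± 0.10 (SE, n = 3) and E2F2, a paralog that also activates genes of S phase, by 1.38 ± 0.13, while E2F4 mRNA did not pass the test at any time. CDCA7, a target gene linked to chromatin, rose by 1.06 ± 0.17 at 4 h (n = 6) and by 1.82 ± 0.14 at 8 h, and DTL rose by 1.44 ± 0.09 at 8 h. Of 41 E2F target genes, 34 rose and 0 fell at 8 h (37 and 0 adjusted over the list alone), with a median of 0.86, and the per-gene test of the paper's methods called 15 higher. At 2 h limma called 0 (0 higher and 11 lower at an unadjusted p under 0.05, 0 adjusted over the list alone, and 0 by the per-gene test). At 4 h 7 rose and 0 fell (7 and 3 adjusted over the list alone). The median was -0.18 at 2 h, below the other genes in camera (adjusted p = 0.00461, and adjusted p = 0.89 with an estimated correlation). That call was lost without vehicle replicate 3 (0.126) and 1 nM replicate 2 (0.308). The median was 0.11 at 4 h (adjusted p = 0.0945). A call was made only without vehicle set 1 replicate 1 (0.0481), 2 (0.00972) or 3 (0.0198), without 1 nM set 2 replicate 1 (0.0175), or with set 2 alone (0.000298). At 8 h the list stood above the other genes (adjusted p = 2.45e-24), a call that held with an estimated correlation (0.026). On slides shared with the vehicle, the median of the targets was -0.09 at 4 h and 0.77 at 8 h, where 40 of 41 were higher. The rank enrichment gave adjusted permutation p values of 0.932 at 2 h, 0.581 at 4 h and 0.00475 at 8 h. At 0.1 nM E2 it was 0.00666 at 4 h, where 13 of the 41 targets rose and 0 fell (14 and 0 adjusted over the list alone), though with array set 1 alone, chosen after the values were seen, the median of the targets was -0.11. From the time course of the genes that each transcription factor regulates, the paper concludes that the response has an early stage led by the estrogen receptors and a later one in which cell cycle regulators take part.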

### De novo network analysis of estrogen perturbation

To investigate the data from a methodology that is blind to a priori knowledge of transcription factor binding sites and is relatively insensitive to concerns about technical bias, we used weighted gene correlation network analysis (WGCNA) to build a de novo network from the data using the dose response curve at 8 h—notably a time point where only four genes were significantly expressed in response to E2. Correlation methods offer an additional alternative to using differentially expressed genes for downstream analysis, as they take advantage of a larger portion of the data and allow for the investigation of links between genes (Maertens et al. 2015). Moreover, WGCNA assigns genes to modules based on a graph theoretical algorithm and tests for significance between the modules and experimental factors (here, the dose–response curve). The added value for identifying PoT has been recognized earlier (Andersen et al. 2015; Rahnenfuhrer and Leist 2015).

Despite a relatively weak signal in terms of differentially expressed genes at that the 8-h time point, the network derived from the data contained five modules that were significantly correlated with E2 concentration. 

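Module 1 of the 8 h network, whose level rose with the E2 concentration, holds 27 of the 28 estrogen-induced genes in the network (Fisher's exact test, adjusted p = 7.41e-15), 19 of 20 E2F target genes (5.22e-10) and 20 of 26 DNA replication genes (2.05e-07). It also holds 20 of 22 ribosome biogenesis genes (6.95e-10), 13 of 17 G2/M genes (0.000116) and 32 of 69 cell cycle genes (0.000211), over 216 tests. Many members of these lists rose with E2 on the same arrays, and Fisher's test treats genes as independent. Their place in module 1 is therefore no separate evidence of a response. Its genes nearest the module's profile include NXT1, which exports RNA from the nucleus, and the ribosome assembly factor RPF2. Others are CHAF1B, which places histones on new DNA, and GMNN, a brake on the licensing of replication. Module 2, which fell with concentration, centers on the adaptor gene GRB14, the protease gene CAPN5 and the coactivator gene PNRC1. The 7000 genes with the highest mean signal on the 12 arrays gave 12 modules, with 1543 genes in module 1, 856 in module 2 and 51 in module 10. Pearson's r with concentration was 0.50, -0.63 and -0.68 for modules 1, 2 and 10 (permutation p = 0.106, 0.0329 and 0.0147). Adjusted over the 12 modules, the permutation p was 0.423, 0.197 and 0.177. By this measure 0 of the 12 modules passed after adjustment, and 2 had an unadjusted p under 0.05. Spearman's rho was 0.84, -0.89 and -0.82 (adjusted permutation p = 0.0081, 0.00696 and 0.0088), so 3 modules passed. Without 2 of the 3 arrays at 1 nM E2, the farthest in concentration, r was 0.35, -0.55 and -0.44. The 3 arrays tie in concentration, so the order of listing chose the 2, and r then rests on 1 array at 1 nM. With the rank of the concentration in its place, r was 0.87, -0.94 and -0.80, and 3 modules passed. Among the 6 arrays of the slide with 0.01 and 0.1 nM E2, r was 0.89, -0.97 and 0.18 (exact permutation p = 0.1, 0.1 and 0.7, where 0.1 is the smallest possible). The slide with the vehicle and a single 1 nM array allows no exact p under 0.25.

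**Figure D3:**
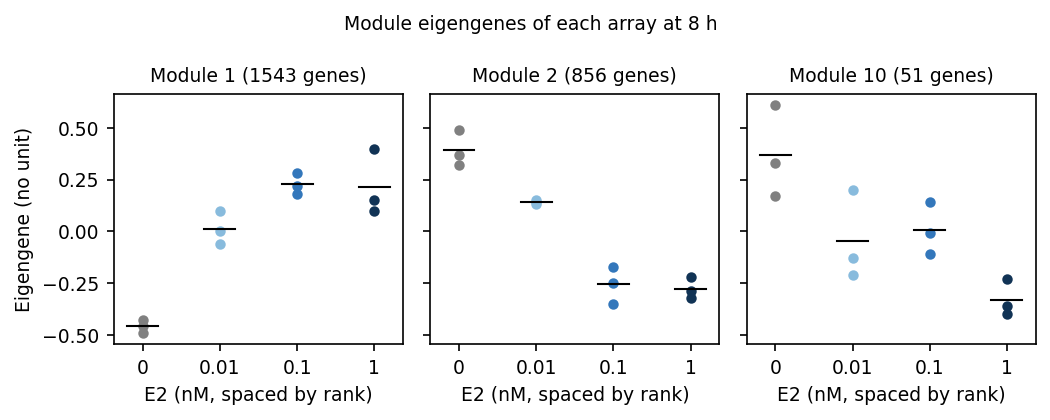
Module eigengene (y axis, no unit) of modules 1, 2 and 10 at 8 h on each of the 12 arrays against E2 concentration in nM. The mean of module 1 goes from -0.46 in the vehicle to 0.23 at 0.1 nM and 0.22 at 1 nM E2, and module 2 goes the other way.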

To understand the relationship between the transcriptional factors coordinating the gene expression and the modules, each module was analyzed for transcription factors using the ChEA dataset but restricted to MCF-7 cells. In addition to ESR1 and ESR2, there were also well-known estrogen response pathway transcription factors such as GATA3 and cancer-related transcription factor HIF1. Moreover, both ZNF217 and TFAP2C were identified as a significant transcription factor in each module correlated with dose and as expected several transcriptional modules coincident with the enriched transcription factors for upregulated genes identified with IDEA (Supplementary Table A, D).

While TFAP2C is neither annotated to estrogen-responsive pathways in either the KEGG estrogen signaling pathway (Kanehisa and Goto 2000) nor does have any GO annotations relating to estrogen, it is a key regulator of hormone responsiveness at multiple levels. It acts both directly, by regulating ERα transcription, and indirectly, by recruiting key estrogen pioneer transcription factors GATA3 and FOXA1, and also modulates several downstream signaling pathways (Cyr et al. 2015). In vitro TFAP2C attenuation leads to a lack of mitogenic response to estrogen and in vivo decreased hormone-responsive tumor growth of breast cancer xenografts (Woodfield et al. 2007). Clinically, higher TFAP2C scores correlate with poorer survival for breast cancer patients (Perkins et al. 2015). Moreover, both TFAP2C and ZNF217 gene expression levels were correlated with estrogen receptor status in breast cancer dataset from The Cancer Genome Atlas, indicating that the significance of these genes for in vivo biology.

SOX2 was also identified in several of the modules. One key step in the regulation of breast tumor-initiating cells takes place when ERα downregulates miR-140 (Zhang et al. 2012), leading to increased SOX2. SOX2 is considered a key regulator of stem-cell self-renewal and specifically in breast cancer tissue is thought to promote non-genomic estrogen signaling while simultaneously acting to amplify estrogen’s signal by increasing the nuclear levels of phospho-Ser118-ERα (Vazquez-Martin et al. 2013). Expression of SOX2 is increased in early stage breast tumors, over-expression of SOX2 increased mammosphere formation, and SOX2 knockdown prevented mammosphere formation in stem cells and tumor formation in a xenograft tumor initiation model (Leis et al. 2012). Both TFAP2C and SOX2 were also enriched using the IDEA algorithm.

The concordance between the IDEA algorithm (which also identified TFAP2C, ZNF217, and SOX2), and the transcription factors identified by WGCNA shows that the methods complement each other, and further investigation of expression analysis using WGCNA might help identify estrogen-responsive genes not annotated to ER pathways. Using standard over-representation analyses for KEGG and GO databases would not have uncovered these additional regulatory elements on the ER pathway like TFAP2C. This further highlights the need for approaching expression datasets with multiple integrative analytical approaches.

## Conclusions

The technologies driving modern biology produce large amounts data, often spanning the breadth of the genome. However, methods for extracting biological insight from the results of these experiments have lagged behind. New computational tools and visualization strategies are required to fully realize the potential of systems biology for revolutionizing toxicity testing and mapping PoTs. High-throughput tools often implicate large lists of genes for particular phenotypic responses. However, translating this information into biological knowledge remains a fundamental challenge. There also exists a persistent perception in modern biological research that more information automatically leads to greater knowledge. However, the quantity and complexity of high-throughput data is typically not directly translatable into advancing our understanding of biology.

Summarizing changes to transcriptional programs by associating them with existing literature and curated databases is a key modality for summarizing and understanding the results of high-throughput experiments. Here, we treated MCF-7 cells with E2 and calculated transcription factors over-represented by expressed genes. We also inferred the functional characteristics of those gene expression changes. Because existing enrichment approaches were insufficient for interpreting these changes, we developed a new method that makes more comprehensive use of the biological data.

Our tool, IDEA, provides a framework for observing patterns with gene expression studies. Toxicants with similar modes of action are expected to induce similar patterns of transcriptional change. However, changes in individual genes are typically not as robust as changes at the pathway level. Because IDEA summarizes gene expression changes into a small subset of transcription factors or ontology categories associated with the up- and/or downregulated genes, it has promise for identifying modes of action.

By considering the time course of genes regulated by various transcription factors, we found that response to estrogen involves two distinct steps (Fig. 8). During the first stage, at 2–4 h post-treatment, signaling is dominated by cis-regulation of ERα and ERβ. This primes the cells for growth. At longer exposures, only a subset of ERα- and ERβ-controlled genes is highly upregulated. Simultaneously, a large set of genes regulated by cell signaling transcription factors, including E2F1, E2F4, E2F7, and Foxm1 are upregulated. 

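BMF, which promotes apoptosis by binding BCL2 proteins, had log2 fold changes of -1.48 ± 0.10 (SE, n = 3) at 8 h and -2.11 ± 0.14 at 24 h of 1 nM E2 in MCF-7 cells, and fell at both times. TP53INP1, a stress gene that works with p53, also fell, with -1.36 ± 0.10 and -1.67 ± 0.10. BAK1, which opens the mitochondrial membrane, fell by 1.22 ± 0.12 at 24 h, while PMAIP1, another promoter of apoptosis, rose by 1.78 ± 0.15 and 2.27 ± 0.13. Of 25 pro-apoptotic genes, 3 rose and 7 fell at 8 h, and 5 rose and 9 fell at 24 h, with the same counts adjusted over the list alone. At 8 h their median was 0.01 and their mean -0.13, of opposite sign, and camera placed them lower without passing (adjusted p = 0.215). At 24 h the median was -0.11 (adjusted p = 0.29). Among 20 antiproliferative genes, BTG2, a brake on the G1 phase, fell by 1.53 ± 0.13 at 24 h and the cyclin gene CCNG2 fell by 1.20 ± 0.16, while CDKN2D, an inhibitor of CDK4, rose 2.06-fold. At 8 h 1 rose and 9 fell, with the same counts adjusted over the list alone, and at 24 h 5 rose and 13 fell (6 and 13). The antiproliferative list stood below the other genes at 8 h, with a median of -0.24 (camera adjusted p = 0.00111, and adjusted p = 0.0915 with an estimated correlation). At 24 h it did so with a median of -0.55 (adjusted p = 0.0416, and adjusted p = 0.299 with an estimated correlation). The 24 h call was lost without 1 nM replicate 2 (0.0708). In the rank enrichment among downregulated genes, the adjusted permutation p at 8 and 24 h was 0.0719 and 0.197 for the pro-apoptotic genes, and 0.208 and 0.016 for the antiproliferative genes.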

At longer exposures, cell cycle-related categories in KEGG (Kanehisa and Goto 2000) and Reactome (Fabregat et al. 2016) are enriched in upregulated genes, while apoptotic and anti-proliferative categories are enriched in downregulated genes.

**Fig. 8:**
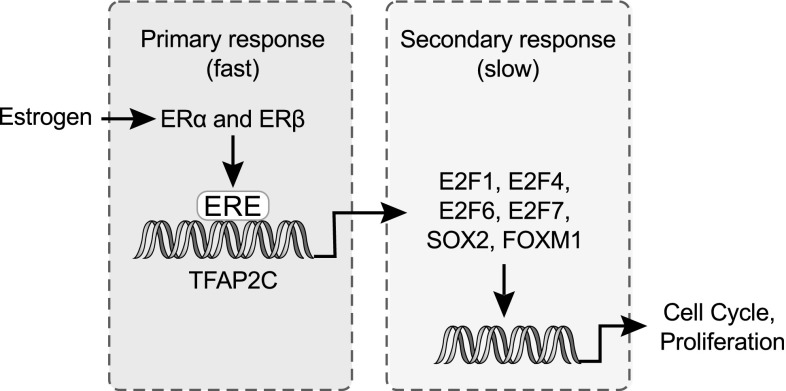
Putative transcription factor network for estrogen signaling. ERα and ERβ bind directly to DNA via estrogen response elements (EREs). This initiates transcription of a set of estrogen-responsive genes. At longer exposures, these estrogen-responsive genes initiate the transcription of a larger set of secondary transcription factors. These transcription factors then promote proliferation and suppress apoptotic genes

We found sequential patterns of enrichment over increasing exposures by moving away from using traditional *p* value and fold-change cutoffs to define lists to be used for calculating enrichment. These cutoffs do not account for low-level, diffuse patterns of gene expression that can characterize early time points or low dose responses to exposure. Using the entire dataset rather than a limited set of highly expressed genes allowed us to investigate the cellular response at 2, 4 and 8 h post-treatment, where the number of differentially expressed genes did not yield any enrichment information regarding either transcription factor binding or cellular processes. Additionally, IDEA allowed us to obtain results under conditions where array normalization and experimental noise would have severely decreased the utility of traditional enrichment methods. IDEA captures information contained in relative expression of genes with respect to each other as opposed to an external cutoff. This feature can be used to compare enrichment results across multiple experiments providing a way to study functional enrichment results across gene expression studies originating from different labs. Along with significantly enriched pathways and transcription factors, IDEA also provides a gene list that optimizes enrichment at a given experimental condition. This gave us better insight into the strength of the signal in the data as it unfolds over both time and dose; two characteristics that can be useful for both experimental design with other bioinformatics approaches that require dimensionality reduction.

The algorithm, IDEA provides a framework for observing patterns within gene expression studies and serves as a useful a tool to investigate modes of action for multiple chemicals of the same class. It allows for calculation of enrichment at experimental conditions where very few genes are identified as being significantly expressed. The similarity of results between IDEA and WGCNA is reassuring, showing that these methods complement each other and, in combination, should provide a more nuanced characterization of estrogen PoTs. IDEA lends itself to the initial identification of candidate PoT, a process that could be followed by more targeted experiments on the path to a Human Toxome (Bouhifd et al. 2014) and a systems toxicology approach (Hartung 2013).

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary material 1 (DOCX 872 kb)

Supplementary material 2 (PDF 196 kb)

Supplementary material 3 (XLSX 11 kb)

Supplementary material 4 (XLSX 144 kb)

Supplementary material 5 (XLSX 1147 kb)

Supplementary material 6 (XLSX 106 kb)

# Supplementary material for: Information-dependent enrichment analysis reveals time-dependent transcriptional regulation of the estrogen pathway of toxicity
**Source:** Arch Toxicol. 2016 Sep 3;91(4):1749–62. doi: 10.1007/s00204-016-1824-6
**Supplement:** Supplementary file 1 — Supplementary material 1

## Supplemental Figures

Supplementary Fig. S1. Characterization of the IDEA null model. (A) Four representative simulations of *f_n_^0^* for the association of upregulated genes with ERα. Circles denote *t^0^* for each simulation. (B) Null model test statistics must be uniformly distributed in a valid Monte Carlo hypothesis test. Ensembles of *f_n_^0^* for *n*=100 (red), *n*=1000 (blue), and *n*=10,000 (green) are uniformly distributed (black dashed line) between 0 and 1.

**
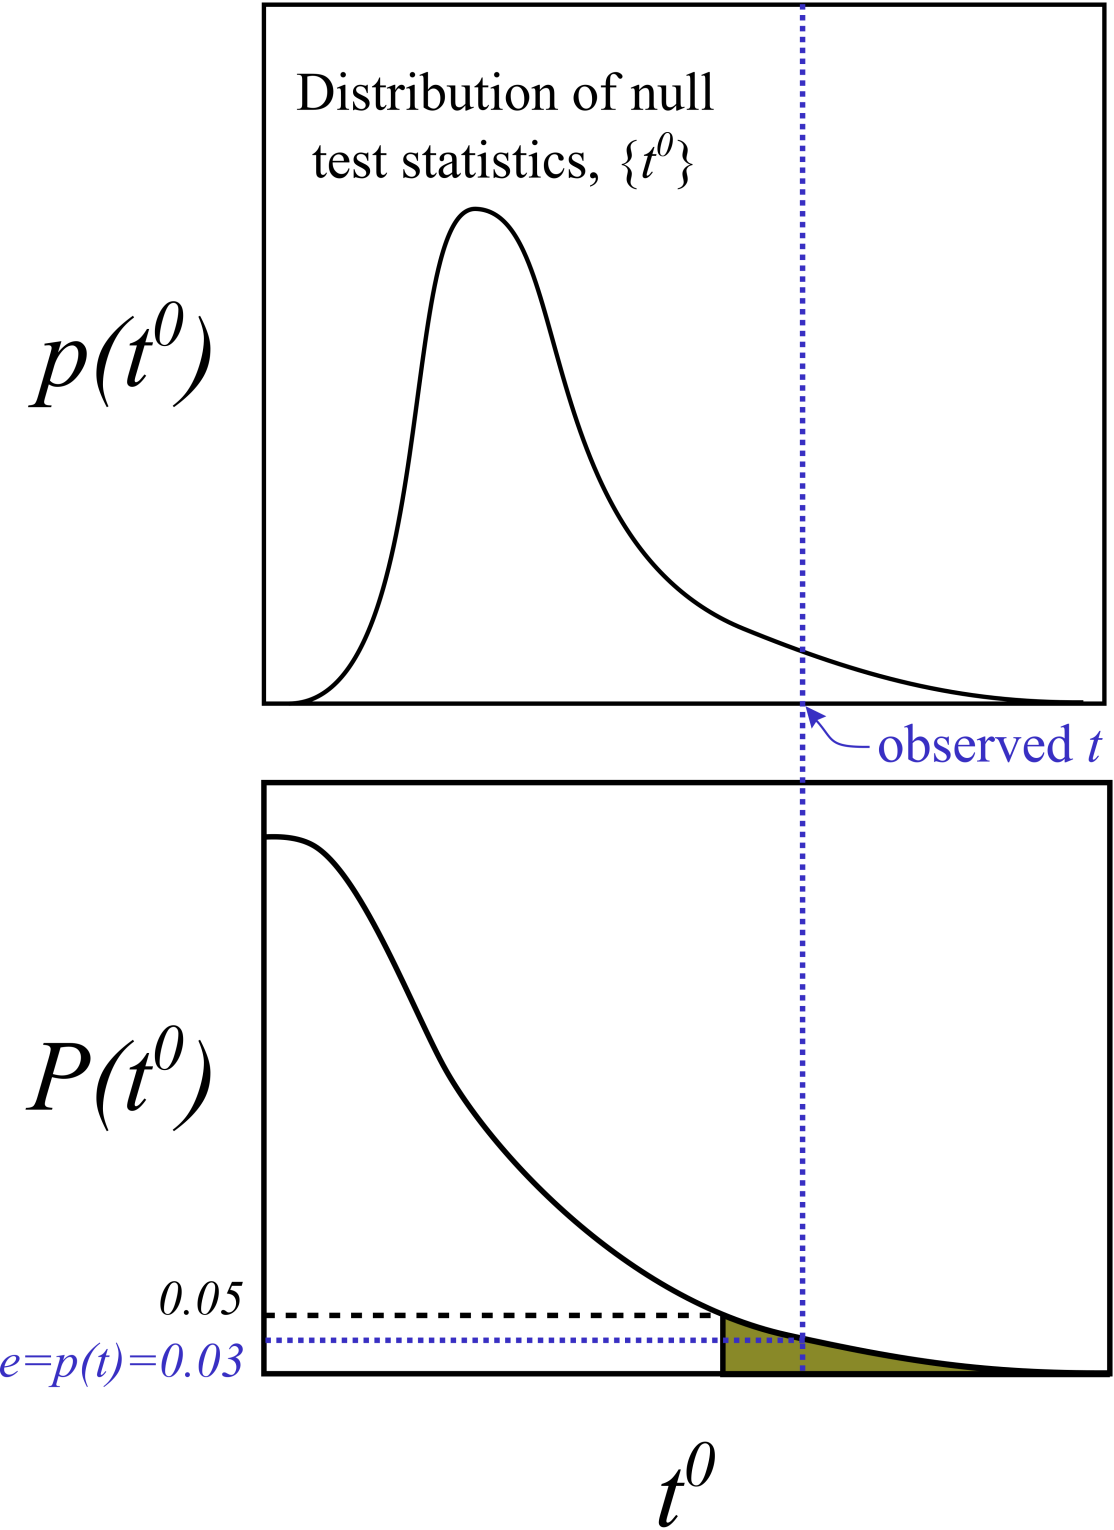
**

**Supplementary Fig. S2.** Successive simulations of *f_n_^0^* give rise to an ensemble of null model test statistics, {*t^0^*}. Significance of enrichment, *e*, is based on the relationship between the observed test statistic *t* and {*t^0^*}. The probability of observing a test statistic more extreme than *t* is the cumulative density of {*t^0^*} evaluated at *t.*

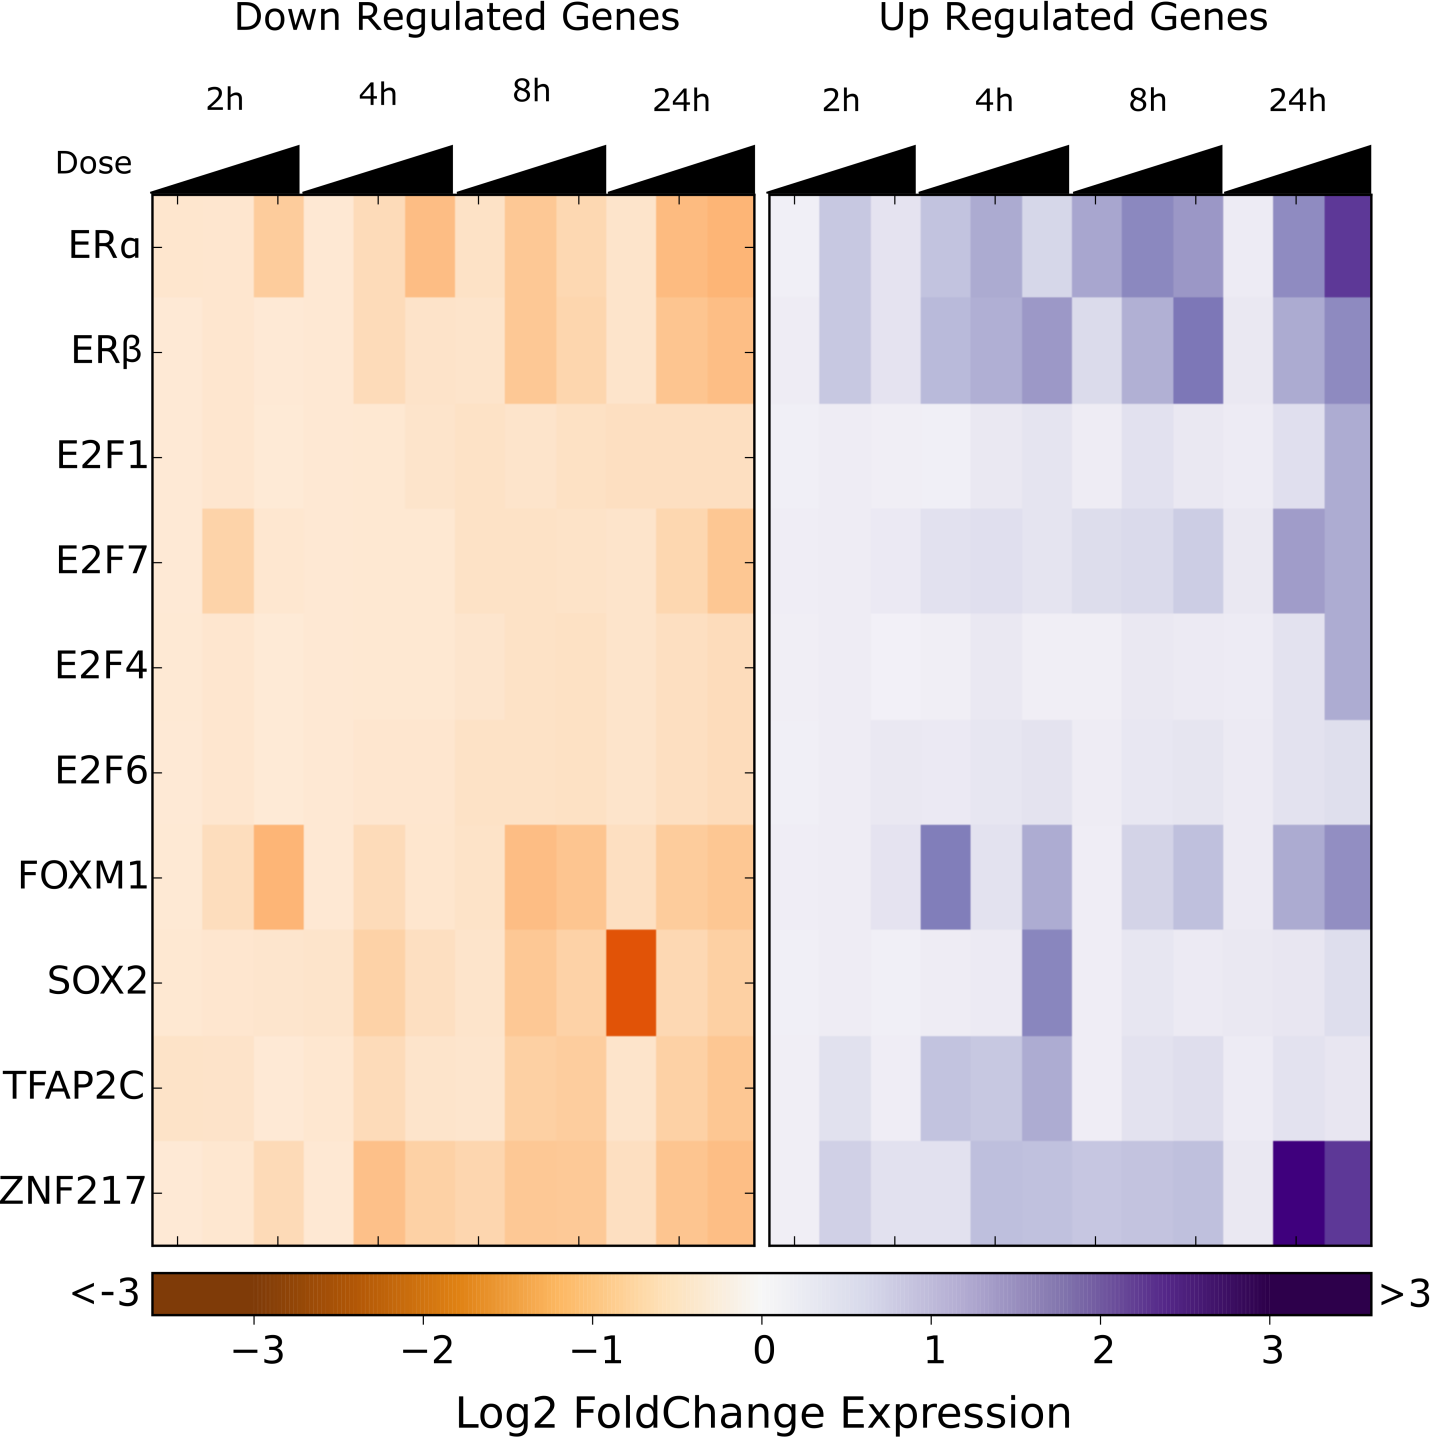

Supplementary Fig. S3. Expression for genes regulated by key transcription factors. Mean expression across all genes A) down-regulated and B) up-regulated by a given transcription factor and contributing to peak enrichment using IDEA. Mean expression for genes down-regulated by ERα and ERβ increases with increasing time. Conversely, mean expression for genes up-regulated by E2F family of transcription factors increases with time.

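The E2F target gene ESCO2 had a log2 fold change of 0.70 ± 0.15 (SE, n = 3) at 8 h of 1 nM E2, up from -0.46 ± 0.18 at 2 h and -0.17 ± 0.20 (n = 6) at 4 h, neither of which passed. E2F7 had -0.18 ± 0.14 at 2 h and -0.08 ± 0.10 at 4 h, and rose by 0.80 ± 0.13 at 8 h, a call lost with slide as a fixed block. The mean log2 fold change of the 41 E2F target genes was -0.17 at 2 h, 0.11 at 4 h, 0.84 at 8 h and 1.58 at 24 h. The change of these means between times was not tested.

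**Figure D4:**
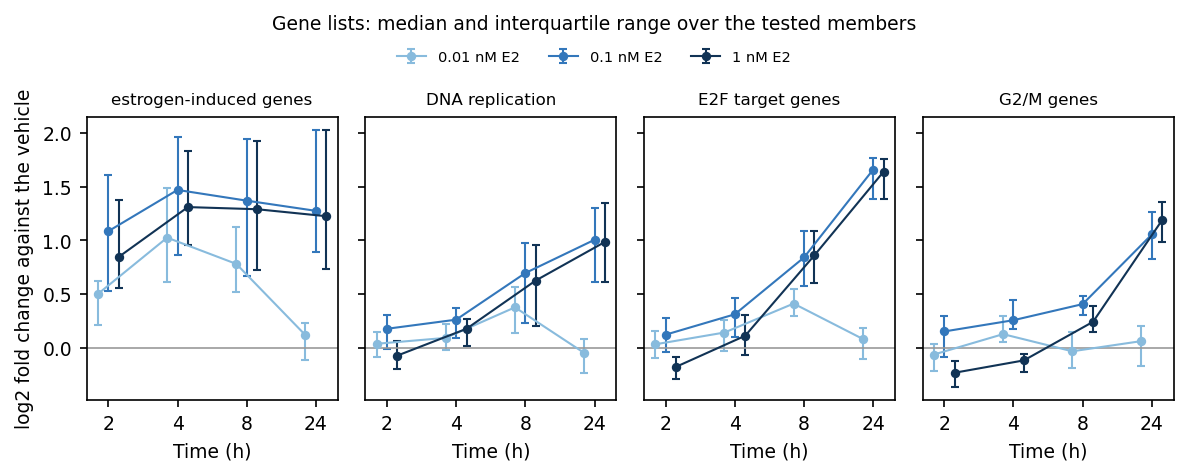
Median log2 fold change against the vehicle (y axis) of 4 gene lists at 1 nM E2 by time in h; bars span the interquartile range over the members tested. The estrogen-induced genes stand at 0.85 at 2 h, and the median of the E2F target genes is -0.18 at 2 h and 1.64 at 24 h.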

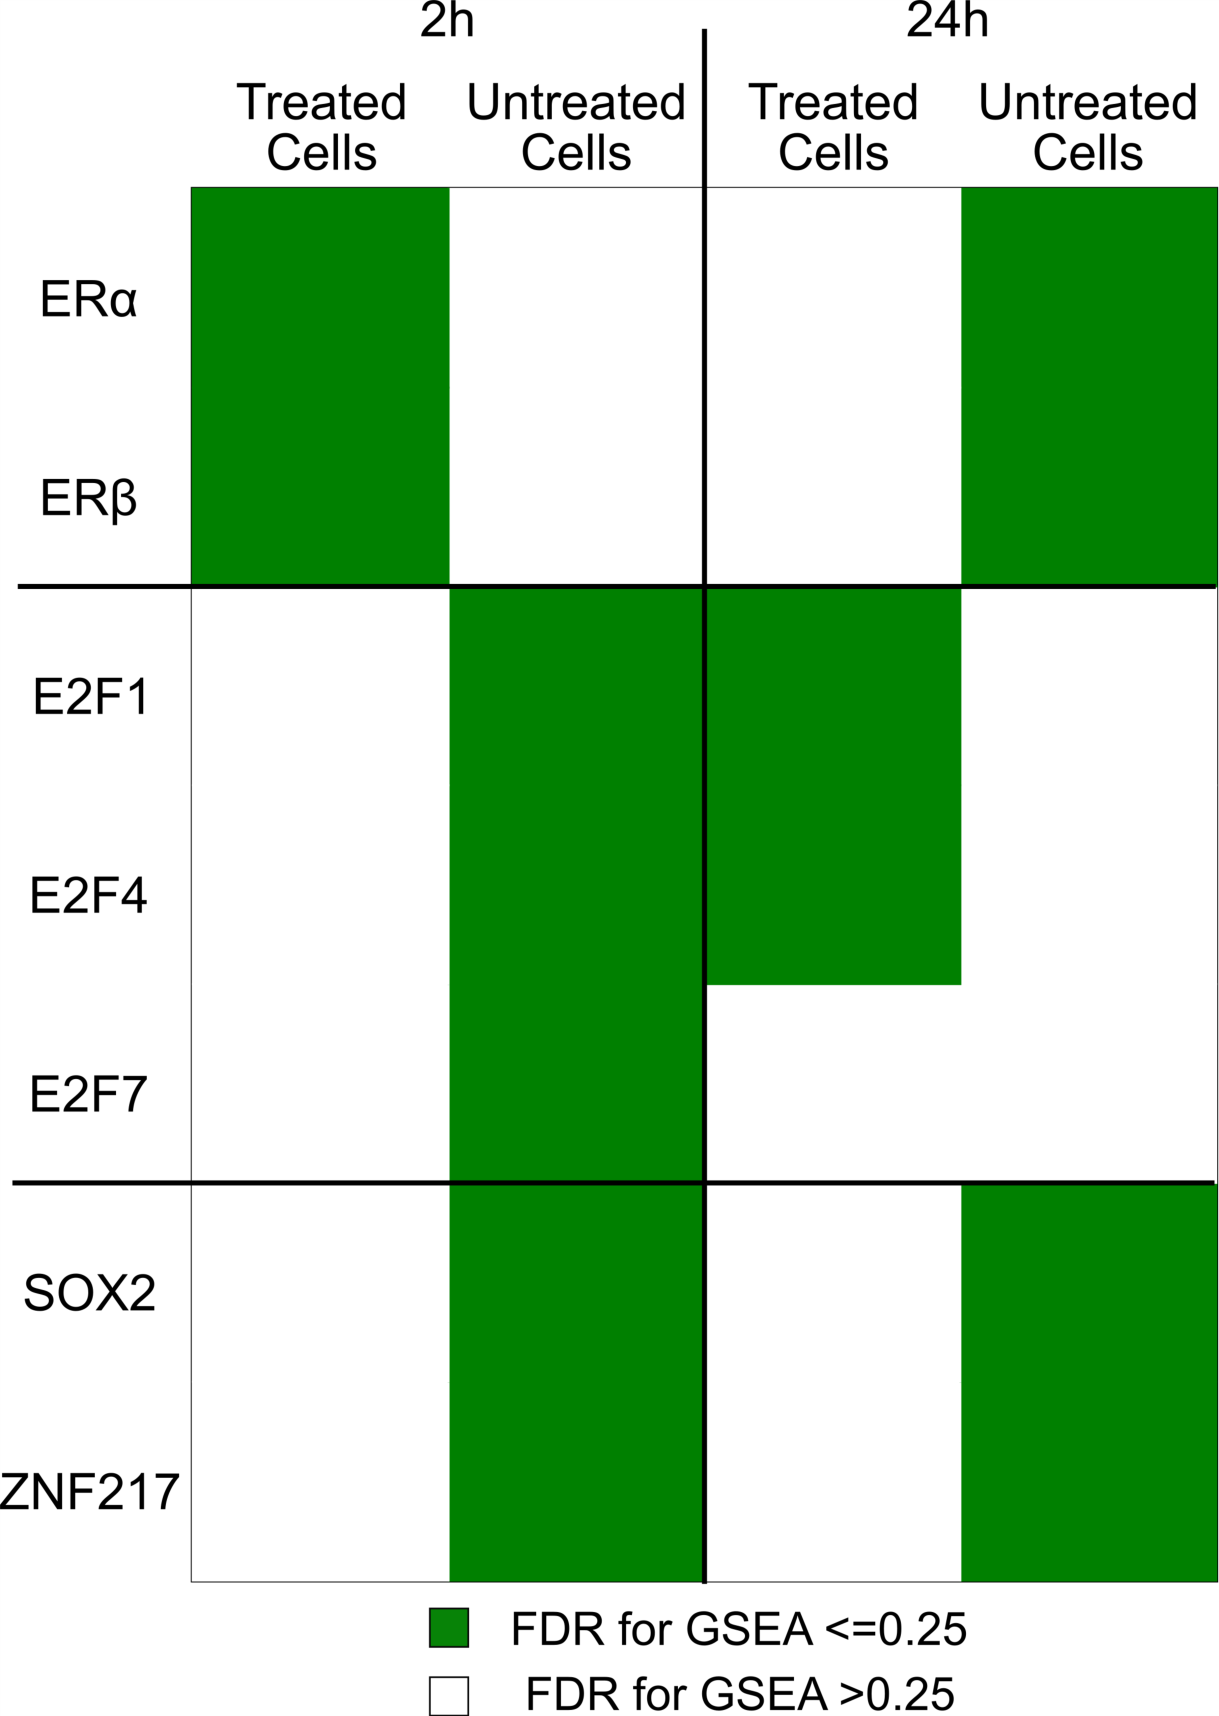

Supplementary Fig. S4 Enrichment of Key Transcription Factors using GSEA. Similar to the results obtained by IDEA, ERα and ERβ are enriched in treated cells at 2h and untreated cells at 24h, while E2F family of transcription factors shows the opposite result. It is worth noting that enrichment in untreated cells can be due to lack of any up-regulation in treated cells (as is the case with E2F family after 2h of treatment) or active downregulation in treated cells (ERα and ERβ after 24h of treatment). This difference is clearly visible with results obtained using IDEA.

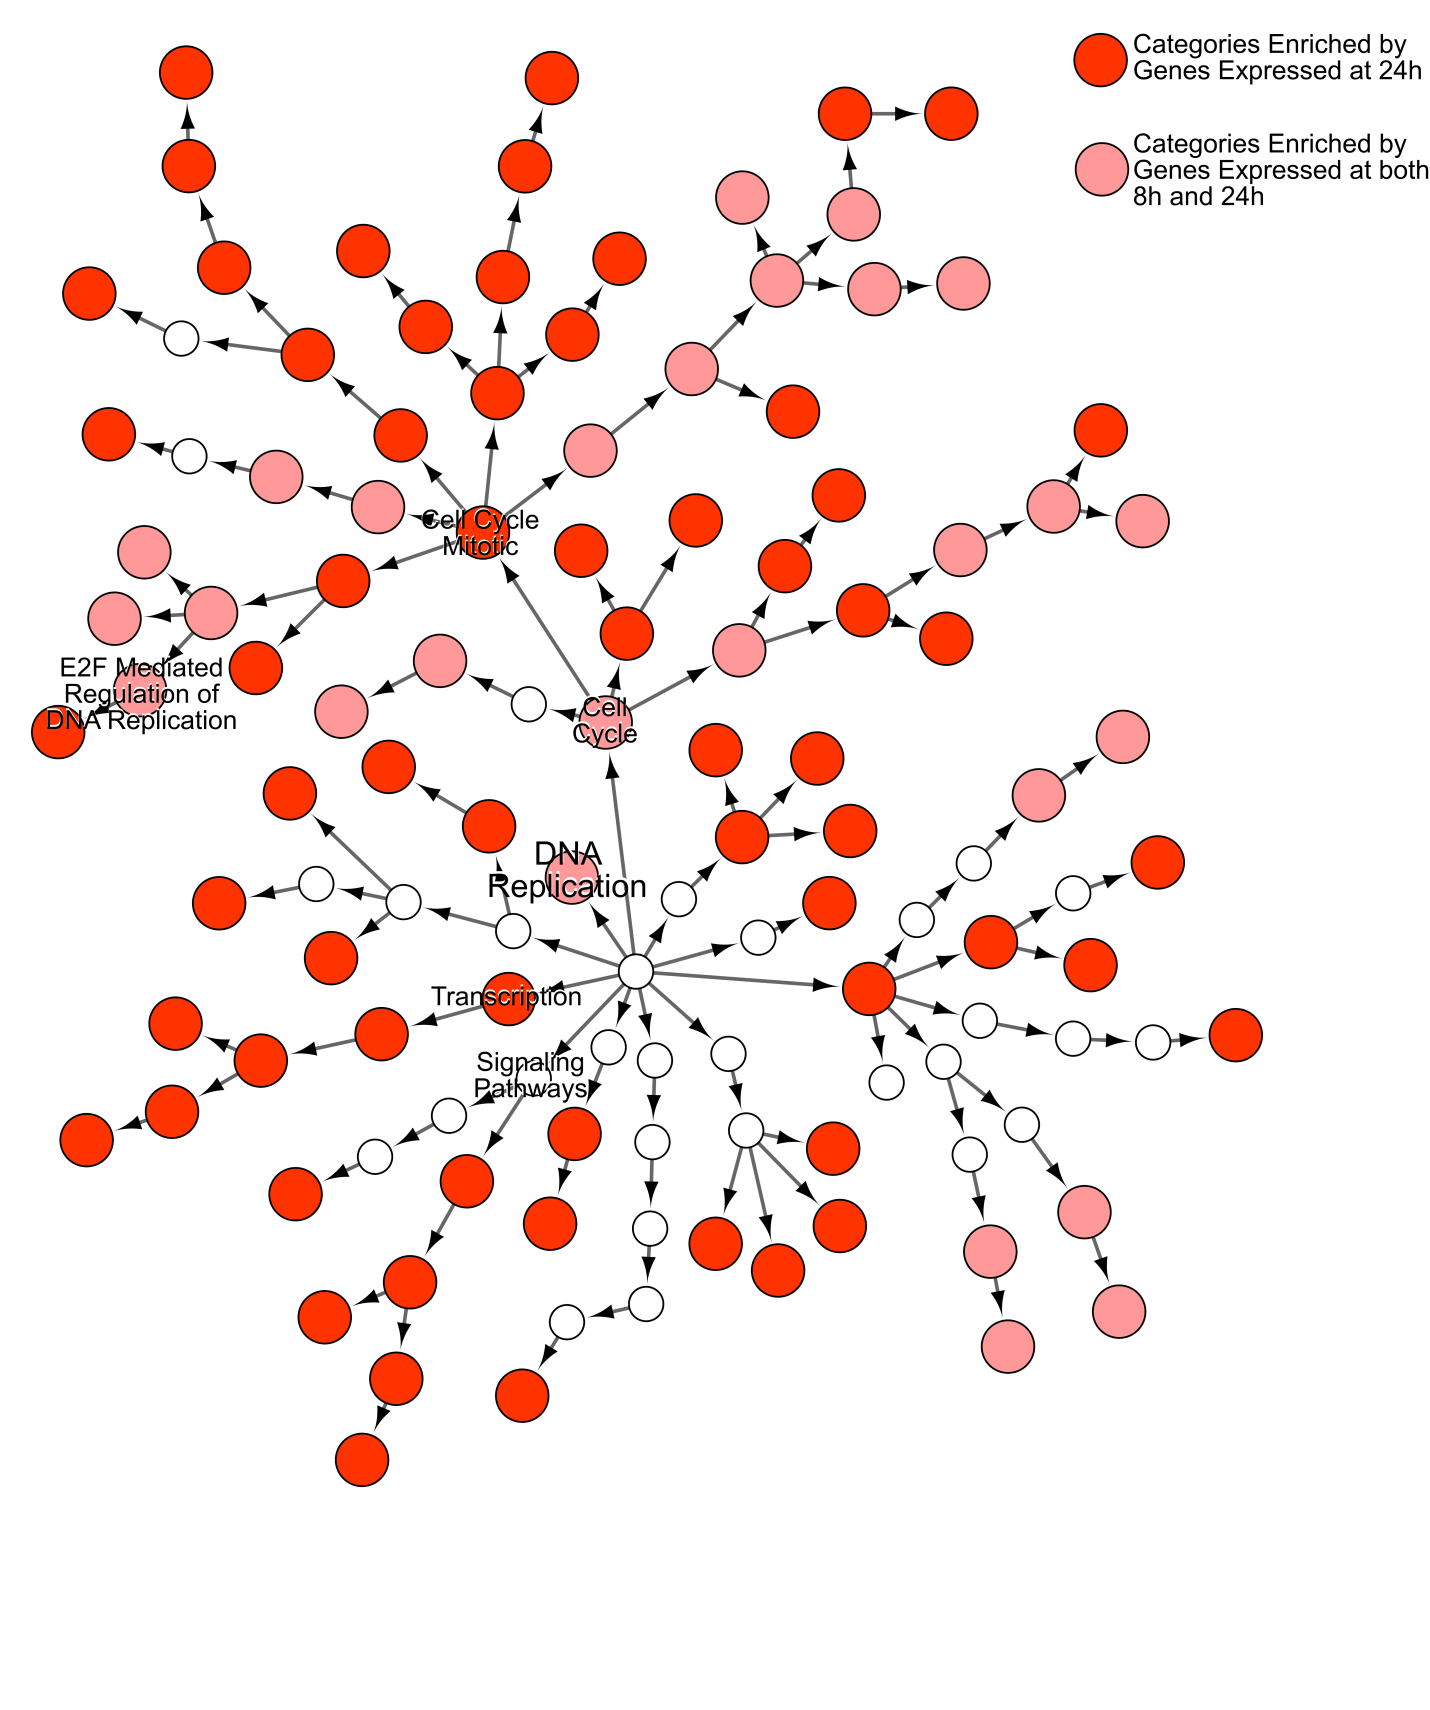

Supplementary Fig. S5. Reactome Enrichment using IDEA. Significant enrichment of cell cycle related categories is observed only at 8 and 24h post exposure.

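At 8 h of 0.1 nM E2, NUF2 rose by a log2 fold change of 0.91 ± 0.14 (SE, n = 3) and AURKB, a kinase of chromosome segregation, by 0.83 ± 0.12, and at 24 h CDK1 rose by 1.63 ± 0.12 and MKI67 by 1.57 ± 0.21. At 0.01 nM E2, CDK1 had 0.05 ± 0.12 at 8 h and 0.24 ± 0.12 at 24 h, and neither passed. Of 38 G2/M genes, 11 rose and 0 fell at 8 h of 1 nM E2, also when adjusted over the list alone, with a median of 0.24 (camera adjusted p = 4.18e-05, and adjusted p = 0.162 with an estimated correlation). By the per-gene test of the paper's methods 1 was higher. On the slide shared with the vehicle, 32 of the 38 were higher at 8 h, with a median of 0.26. With 0.1 nM E2, 21 rose and 0 fell at 8 h (25 adjusted over the list alone, median 0.40) and 35 at 24 h (36, median 1.05). Both calls of the list (camera adjusted p = 9.4e-12 and 9.91e-23) held with an estimated correlation (0.0292 and 0.033). With 0.01 nM E2, 0 rose and 2 fell at 8 h (UBE2C and CDC25C, chosen after their values were seen, camera adjusted p = 0.379). At 24 h limma called 0 (adjusted p = 0.966), where 2 were higher and 4 lower at an unadjusted p under 0.05 and the per-gene test called 0. At 4 h of 0.1 nM E2, 6 G2/M genes rose (5 adjusted over the list alone). The list then stood above the other genes (camera adjusted p = 0.000216, and adjusted p = 0.624 with an estimated correlation), though with array set 1 alone its median was -0.14.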

# Supplementary material for: Information-dependent enrichment analysis reveals time-dependent transcriptional regulation of the estrogen pathway of toxicity
**Source:** Arch Toxicol. 2016 Sep 3;91(4):1749–62. doi: 10.1007/s00204-016-1824-6
**Supplement:** Supplementary file 2 — Supplementary material 2

We start with a list of genes and their associated log fold-change over control samples. 

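IL1R1, the receptor of interleukin 1, fell by a log2 fold change of 2.27 ± 0.11 (SE, n = 3) at 24 h of 1 nM E2 in MCF-7 cells. The value is that of the brightest of its probes. The algorithm ranks genes by this change, and of the 64 genes of its printed example 60 are on the array. Of these, 57 had the sign that the paper prints and 55 lay within 0.5 of the paper's log2 fold change. Across the 60 genes, which are not independent replicates, Pearson's r with the paper's values was 0.966. These genes include the paper's extremes, which raises r. It was 0.811 among the first genes of the alphabet, 0.66 among the most upregulated and 0.59 among the most downregulated. Of the 60, 44 were above background and tested, and 29 passed at an adjusted p under 0.05 by limma.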

To explain the algorithm better, we will only consider gene expression data in MCF7 cells treated with 1nM E2 for 24h in this example. At the end of this algorithm, we will have calculated enrichment for all the transcription factors in our knowledgebase. The algorithm is then repeated for each treatment condition to calculate overall enrichment pattern.

Step 1 - Splitting the gene set based on direction of Regulation and sorting them on the basis of absolute fold-change

Consider a set of genes as given below

Gene Name	Expression Value
A1BG	-0.453364
A1BG-AS1	-0.47478
A1CF	0.0223632
A2M	-0.05556
A2M-AS1	-0.195633
A2ML1	0.00945421
A3GALT2	-0.308076
A4GALT	0.129194
A4GNT	0.000072
AAAS	-0.0513608
AACS	-0.114603
AACSP1	1.20951
AADAC	-0.324781
AADACL2	0.00329145
AADACL3	-1.24704
AADACL4	-0.148164
AADAT	0.167376
AAED1	0.253916
AAGAB	0.296782
AAK1	-0.295872

AAMDC	-0.115851
AAMP	-0.260229
AANAT	0.0976664
AAR2	-0.193539
...	...

We will divide the list into 2 sets - one each for up and down regulated genes and then sort the lists individually based on absolute fold-change

Set of Up-Regulated genes

Gene Name	Expression Value
POM121L1P	4.86803
PLAT	4.66066
UGT2B15	4.35543
EGR3	4.33761
PLAC1	4.26765
MYH7	4.23332
MGAT3	4.16032
UGT2B11	4.06999
ARHGAP36	4.04548
AREG	3.97439
RGS22	3.94511
MSC	3.72215
CDH26	3.69005
MAT1A	3.59579
GPR65	3.49472
CALHM3	3.48666
SNCAIP	3.42972
TMPRSS11BNL	3.4246
MGP	3.4027
MYBL1	3.32068
...	...

Set of Down-Regulated genes

Gene Name	Expression Value
HOPX	-5.0717
FAM83C	-4.01407
OR8K5	-3.77881
UPK1A	-3.54601
IL1R1	-3.53915
CLEC17A	-3.41847
HTR1F	-3.40689
LOC285181	-3.3989
C2orf54	-3.38251
SPRY1	-3.3545
LINC00483	-3.28418
MAGEB10	-3.17518
PPEF1	-3.10456
LMO3	-3.08924
PSCA	-3.06494
LOC100129312	-2.96857
FOXB2	-2.94164
WDR49	-2.88707
NEK10	-2.87162
UPK1A-AS1	-2.85906

Step 2 - Calculate enrichment probability of a given ontology category (In this example ER α) using fisher exact probability for top N genes in the list (all up-regulated genes sorted by Fold Change)

Fisher exact test uses the following table to calculate enrichment

Gene List/ Category	Number in gene list	Number not in gene list
Number in ontology category	a	b
Number not in ontology category	c	d

Where a, b, c and d are calculated as follows

```
a = len(gene_list[0:N].intersection(ESR1_list))
b = len(gene_list[N+1:].intersection(ESR1_list))
```

```
c = len(gene_list[0:N].difference(ESR1_list))
d = len(gene_list[N+1:].difference(ESR1_list))
```

where N = number of genes to be used for enrichment calculation. The results of this calculation is p-values of enrichment

Eg: If N= 10 then top 10 genes i.e from *POM121L1P* to *AREG* from the list above are considered for enrichment calculation above

Step 3 - Repeat Step 2 for N = 1 to len(gene_list) and find peak enrichment

The above process is repeated for multiple slices of the original list. We get a p-value corresponding to each value of N. The following graph shows the plot of $-\log(p\text{-value})$ vs N for multiple values of N. Peak enrichment in this case happens at 241 genes(N_p) i.e. the top 241 genes contain most information about ER α regulated activity

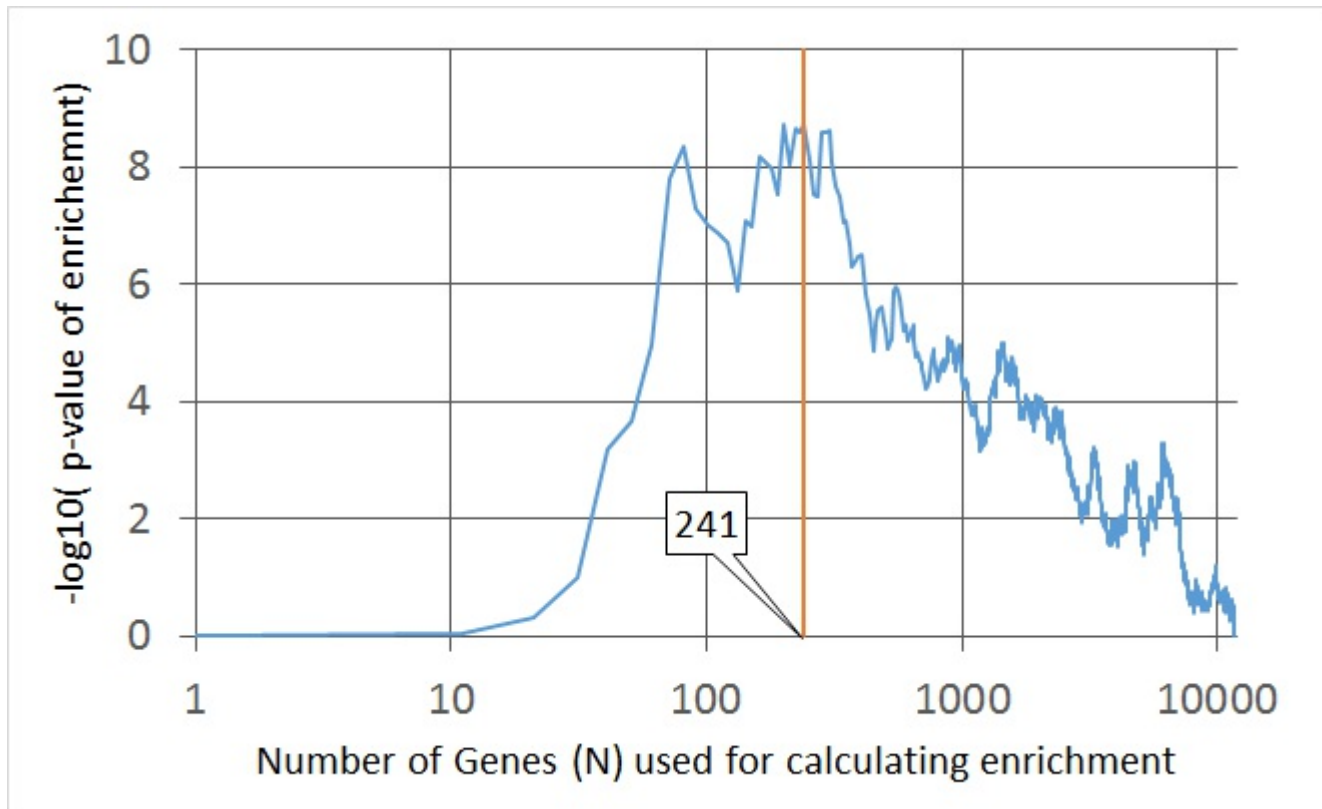

Step 4 - Randomize the gene list selected and repeat step 2 and step 3

Again taking the list of all up-regulated genes, we randomize it such that the genes are no longer sorted based on Fold Change. We then repeat Steps 2 and 3 for each such randomized list created. The following graph shows the plot of $-\log(p\text{-value})$ vs N for 100 such randomized calculations.

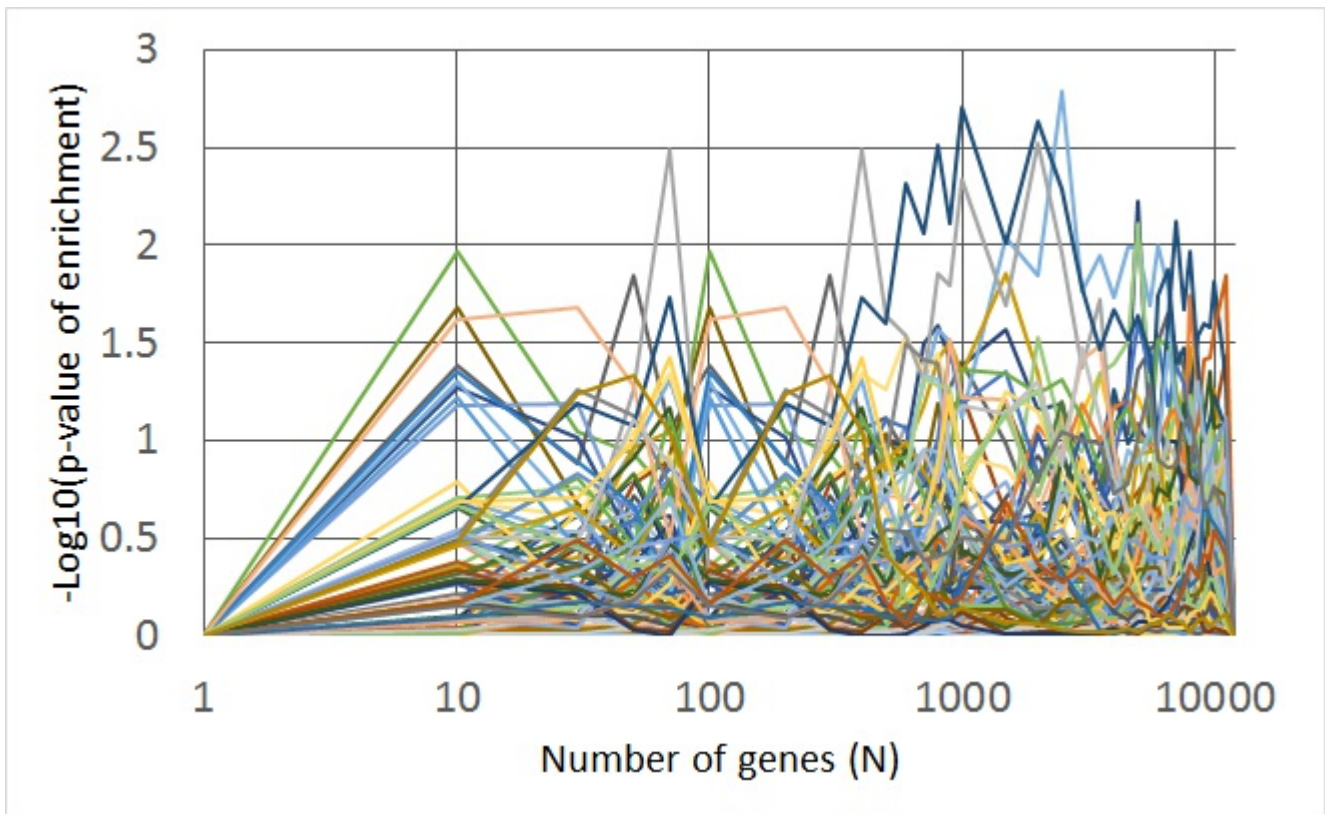

Similar to the the graph above, we select peak enrichment for each iteration. This gives us the background enrichment distribution against which to test the peak enrichment observed in Step 3.

Step 5 - Calculate enrichment e-value for the category.

We finally calculate an e-value for the category by performing a t-test for the p-value of peak enrichment observed in Step 3 against the distribution of p-values at peak enrichment calculated in Step 4

Step 6 - Repeat for each category and perform FDR correction

Steps 2 through 5 are repeated for to get an e-value of enrichment and N_p for each category in the ontology. The e-values are then correct for FDR using Benjamini-Hochberg multiple test correction procedure. The e-values and N_p obtained for each category are used to interpret the cellular response to treatment.

How the deposited data were processed for this re-analysis (not part of the article)

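RNA from MCF-7 cells treated with vehicle or with 0.01, 0.1 or 1 nM E2 for 2, 4, 8 or 24 h was measured on 60 1-color Agilent arrays on 8 slides, scanned on 5 days. Each concentration has 3 arrays at 2, 8 and 24 h and 6 at 4 h, where labels occur 2 times and were parted into 2 sets by slide. The authors scanned the arrays and extracted signals with Agilent Feature Extraction 11.5.1.1. The deposited processed signal is an intensity with background subtracted and spatial trends removed on each array, and it is not normalized between arrays. Median signals and median backgrounds are raw intensities, and the deposited spot flags mark saturated, outlying and well measured spots. The deposited value table of the series equals the processed signal, with a largest relative difference of 0 in each array. The median processed signal ran from 52.5 to 347.8 per array, and 57.6% to 78.8% of the spots were well above background (median 71.1%). No array had saturated spots or spots at the floor of 1.0 (0 of each), and 0.42% to 1.0% of the spots were marked as outliers and left out, after which 0.048% of the probe values were missing. The number of arrays per group limits the precision.

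Each array holds 62976 features, of which 58717 are not controls and belong to 42405 probes. Spots of a probe were averaged, signals were put on the log2 scale and quantile normalized over all arrays. Of the probes, 26910 (63.5%) were given a symbol from the reference annotation by their accession, and 15495 kept the name in the deposited files, for 20108 genes with a symbol and 34506 names in all. A gene was represented by the probe with the highest mean signal, and tested at a time when every array of at least one concentration was well above background. With 1 nM E2, 0, 2, 5 and 12 genes at 2, 4, 8 and 24 h had probes called in both directions. Work was done in R 4.3.3 with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8, and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. At each time a linear model of the 4 concentrations (with array set as a term at 4 h) was fitted with limma, its moderated test was two-sided, and p-values were adjusted by Benjamini-Hochberg over the genes tested, with a threshold of 0.05. Changes between times were tested with all 60 arrays in 1 model, over 24872 genes for 24 h against 2 h and 24438 for 24 h against 8 h. Fold changes of genes not above background in one group are given as lower bounds.

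Lists were tested with camera from limma with a preset correlation of 0.01, and again with an estimated correlation. The rank enrichment of the paper's methods was rebuilt: genes higher (or lower) with E2 were ranked by fold change, Fisher's exact test was computed every 10 genes, and the largest value was compared with those of 1000 shuffles of the ranking, whose smallest p is 0.001, with adjustment over the lists of a comparison. The network at 8 h was built on the 7000 genes with the highest mean signal, with a power of 8, modules of at least 30 genes and merging at an eigengene correlation of 0.75, with a static height in place of the dynamic tree method, which was not installed, and 100000 permutations for correlations with concentration. The overlap between times used the 241 most upregulated genes, and shares of genes used a fold limit of 4.

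Genes named are the 10 largest rises and 10 largest falls of each 1 nM comparison among those past the threshold with every treated array beyond every vehicle array (within each set at 4 h), every gene the paper names, and up to 4 members with the largest absolute change of each list among those that pass. The values of the 64 example genes in the paper's table had been seen, and any other gene is said to be chosen after its values were seen or is a member given with its list. Lists on the array were 38 estrogen-induced genes, 36 of DNA replication, 122 of 123 of the cell cycle, 41 E2F target genes, 38 G2/M genes, 36 immediate early genes, 25 pro-apoptotic and 20 antiproliferative genes, 28 of ribosome biogenesis, 20 of cholesterol synthesis, 16 hypoxia genes, 16 of the unfolded protein response, 19 of 20 interferon-stimulated genes, 7 AHR target genes, 20 ribosomal proteins, 16 housekeeping genes, 14 luminal, 12 fibroblast, 8 of 9 leukocyte and 6 endothelial markers, and 24 regulators the paper names. These lists were written by hand, since the gene sets the authors used were not at hand, so enrichment of the targets of estrogen receptors, ZNF217, TFAP2C or SOX2 was not computed.

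Alternatives changed one choice at a time, apart from the per-gene test and some chosen after seeing the data that join it with all probes, no filter, single array sets or averaged arrays. The per-gene test took only the 2 groups compared, without the moderation of limma. At 4 h it had no term for array set. They were scaling to the 75th percentile, a background model (normexp, offset 50), the deposited value table, no filter, the mean over probes or all probes, the per-gene test of the paper's methods, only the 2 groups compared, all arrays in 1 model, slide as a random or fixed block, replicate number as a block, single array sets, averaged arrays, and each array left out in turn. The background model used the median signal, since the deposited files hold no mean signal, and probes were matched by accession, since they hold no gene name. The tests were checked on simulated data with the arrays' own spread: of planted changes of 1.5-fold, 23.9% to 61.2% were recovered, of 2-fold 73.1% to 94% and of 4-fold 86.4% to 98.5%, with 67, 67 and 66 genes planted per comparison, 4 to 8 calls that were not planted, and 0 or 1 call with nothing planted. For the change between times, simulated data with a spread of its own at each time gave 36 calls not planted of 127 with all arrays in 1 model, and 15 of 91 with each time fitted apart, more than the threshold states. With one spread per gene these were 4 of 92 and 8 of 86. In the rank enrichment, a planted list of top genes peaked at 41 genes with a permutation p of 0.001, and 1 of 40 lists with nothing planted fell under 0.05. In the network, each of 3 planted modules was recovered with 100 of its 100 genes, but 9 modules were found, so modules without a planted signal also form. The correlation of arrays of a group over probes was at least 0.9832 (median 0.9936), and that of 4 h arrays with equal labels in both sets was 0.9409 to 0.9761.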

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

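Of the tests in this part, those of slide for 0.1 against 1 nM E2 at 2 h and of the spread between slides at 8 h were written before their results were seen, and the other tests of explanations and all counts over other splits of the arrays were chosen after.

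Genes of ribosome biogenesis rose early: at 4 h of 1 nM E2, 26 of 28 were higher and 0 lower, with RRP9, which modifies ribosomal RNA precursors, up by a log2 fold change of 1.03 ± 0.12 (SE, n = 6), NOP16 by 0.98 ± 0.10 and WDR3 by 0.96 ± 0.10. After 24 h, 14 of 20 genes of cholesterol synthesis were higher and 0 lower, with EBP up by 1.16 ± 0.10 (n = 3) and DHCR7, which makes the last step to cholesterol, by 0.80 ± 0.09. Of 17 interferon-stimulated genes, 12 were lower and 0 higher at 24 h of 1 nM E2, and the per-gene test of the paper's methods called 4 lower. IFI6 was at -1.55 ± 0.21 and IFIT1 at -1.80 ± 0.40 (the IFIT1 call was lost with slide as a fixed block). At 8 h of 0.01 nM E2 the interferon-stimulated genes stood the other way, with 10 of 18 higher and 0 lower, IFIT3 at 1.52 ± 0.25 and IFIT1 at 1.38 ± 0.17. These are signals in groups of genes that the paper does not discuss. Adjusted over the list alone, 26, 15, 13 and 13 members passed in these directions, with 1 cholesterol gene lower. The camera adjusted p was 2.69e-25, 4.25e-06, 6.47e-06 and 3.26e-10, and with an estimated correlation 0.0037, 0.00496, 0.299 and 0.092, so the interferon calls did not hold. No 0.01 nM array at 8 h shares a slide with a vehicle array, so slide and this concentration cannot be told apart there.

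Single arrays stood apart from the other 5 of their group at 4 h for 4 of 40 groups tested, while chance gives about 1 in 20 for 6 arrays alike. Each group joins 2 array sets that differ, which this comparison of gaps ignores, so that rate need not hold here. The gap to the nearest array, as a share of the range, was 0.755 for the highest 1 nM array of LOXL4, 0.67 for the lowest vehicle array of MGAT3, 0.842 for the highest vehicle array of PLA2G4D and 0.64 for the lowest vehicle array of SMTNL2. LOXL4, MGAT3 and SMTNL2 rose by 3.59 ± 0.29, 3.73 ± 0.44 and 4.28 ± 0.33, and PLA2G4D, whose vehicle arrays were near background, was at least 14.5-fold higher. In log2 signal, the vehicle arrays of LOXL4 (2.14 to 3.77) and MGAT3 (1.7 to 3.59) lay about as low as those of PLA2G4D (1.81 to 3.24). The sizes of these 2 rises are therefore uncertain.

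A test of the difference called 4779 genes whose response to 1 nM E2 changed between 2 h and 24 h, 705 whose response to 0.01 nM changed between 8 h and 24 h, and 1286 whose response to 0.01 nM differed between the array sets at 4 h. Over 100 splits of the arrays of each comparison, the highest count of another split was 6379, 1884 and 3980, and the real count was reached by 5, 3 and 5 splits. For the change of the 0.01 nM response over time the share was under 5 in 100, and for the other 2 it was not. It is 1 of 3 tests chosen after seeing the data, and the splits exchange arrays that differ by concentration. Chance is therefore not excluded for any of the 3. The 705 genes are not taken as established, since the test of a change between times gave 36 calls not planted of 127 on arrays simulated with a spread of their own at each time (4 of 92 with one spread per gene). Other splits had several times the real count (1884 against 705, and 3980 against 1286). The possible splits include those that exchange vehicle and treated arrays at only 1 of the 2 times or sets. Such a split adds the 2 responses in place of subtracting them, so a response they share can give a high count. These counts therefore show no structure of the samples beyond the groups. For the counts against the vehicle at 4 h, only 1 split of 100, the real one, reached the real count. It gave 2957, 5028 and 3917 genes at 0.01, 0.1 and 1 nM, against 866, 2771 and 1173 in the highest other split. These splits exchange arrays between the 2 array sets, which differ, so the shares do not exclude chance. For the 1 gene that differed between 1 and 0.1 nM at 4 h, 2 of 100 splits gave as many, with 1 the highest other, and a count of 1 leaves too few outcomes for this to decide anything. At 2, 8 and 24 h there are only 10 splits of 3 against 3, too few for a share under 0.05, since the smallest is 0.1. The real counts and the highest of the others were 144 and 2, 4126 and 0, and 397 and 445 at 2 h for 0.01, 0.1 and 1 nM, 1381 and 0, 4453 and 4, and 4626 and 0 at 8 h, and 2 and 31, 5479 and 0, and 6299 and 0 at 24 h. For the difference between 1 and 0.1 nM they were 5444 and 0, 6 and 0, and 1 and 0. The real count was reached by 1 split, the real one, in each of these, apart from 1 nM at 2 h and 0.01 nM at 24 h, where 2 splits did. The split with 445 genes sets vehicle replicate 1 with 1 nM replicates 1 and 2, all on the slide that holds both groups, and with slide as a fixed block 213 genes were called.

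At 2 h more genes were called with 0.1 nM (4126) than with 1 nM E2 (397), and the groups differed in 5444 genes. Against slide as the cause of the 0.1 nM effect, the called genes kept a median 0.936 of their size with slide as a fixed block (0.922 and 0.945 without 0.01 nM replicate 2 and 3). Their median size went from 0.606 with a median standard error of 0.136 to 0.567 with 0.25, so the calls ended, at 0 genes, because the error grew and not because the effect shrank. At 2 h only 0.01 nM replicate 1 links the slides of the vehicle and the 0.1 nM arrays. Without it the block cannot be fitted, so this test rests on that array. A smaller effect of 1 nM E2 in the cells stays open: the slope of the 1 nM on the 0.1 nM effect over the estrogen-induced genes was 0.759, but 0.989, 0.869 and 0.419 for 1 nM replicates 1, 2 and 3. Over the 4126 genes called with 0.1 nM the slope was 0.366, and 0.523, 0.275 and 0.3 for these arrays, as predicted for a smaller effect, but genes picked by their 0.1 nM effect lower such a slope. The difference between the concentrations, called for 5444 genes, kept a median 0.868 of its size with slide as a fixed block, from 0.586 with a median standard error of 0.142 to 0.508 with 0.263, and 3 genes were then called, as the error grew more than the effect shrank. At 8 h, the median residual SD was 0.963 of that at 24 h, over the 4 groups together. The 1 nM group's own median SD was 1.114 times that at 24 h and 0.768 times that at 2 h, under the 1.5 times at both that this explanation would need. These values argue against a larger spread between the slides of the 1 nM group, and with 4626 genes called the low count it was to explain was not seen here.

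The response to 0.01 nM E2 at 4 h differed between the array sets, with 2823 genes called in set 1 and 1356 in set 2. The 0.01 nM arrays of set 1 lie on 3 slides, and each showed most of the 0.1 nM response of that set. Their slopes of 0.908, 0.836 and 0.973 argue against a difference among these slides as the cause. Those of set 2 were 0.45, 0.561 and 0.642. Each slope is relative to its own set's 0.1 nM response, which also differed, with 1989 genes called in set 1 and 6080 in set 2. The vehicle arrays of set 1 lie on another slide, which holds neither concentration. An offset of that slide would push all 3 slopes toward 1, so these slopes cannot exclude it. The sets also differ without E2, by 11076 genes between their vehicle arrays, and within 1 slide that holds arrays of both sets the difference kept a slope of 0.702 on that between the vehicle arrays (0.724, 0.749 and 0.8 between slides for 0.01, 0.1 and 1 nM). On that slide set 1 has 1 array at 0.01 nM and set 2 has 3 at 1 nM, so this difference mixes set with concentration. With that limit the values are consistent with separate sets of cultures that responded differently, as a hypothesis found and tested on the same data, and chance was not excluded above. Whether the sets differ in culture, RNA handling or labeling stays open, since nothing in the labels tells these apart.

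With 0.01 nM E2, 1381 genes were called at 8 h and 2 at 24 h. Against slide, the slope of the 24 h on the 8 h effect stayed low with slide as a fixed block, at -0.196 (-0.242 to -0.15 without single arrays). At 24 h only 0.1 nM replicate 1 links the slides of the vehicle and the 0.01 nM arrays. Without it the block cannot be fitted, so the range leaves it out and this test rests on that array. Against low signal, which was lowest on these arrays (median signals of 52.6 to 88.2), the slope over the 428 genes with the highest signal was 0.124 (0.102 to 0.137 without single arrays), where 0.1 nM kept a slope of 0.927 over the genes called with both concentrations at 8 h and 0.01 nM 0.084. These values are consistent with a response to 0.01 nM E2 that ends before 24 h, which is a hypothesis. Against labels exchanged between vehicle and 0.01 nM arrays of 24 h, no other split of these 6 arrays called more than 31 genes. On the second principal component over all arrays, the 0.01 nM arrays of 24 h lay at 33.6 to 46.2, and no array of another time lay above 9.9. On the third they lay at 27 to 38.2, against -39.3 to -23.5 for the 0.1 and 1 nM arrays of 24 h. These values argue against an exchange with arrays of other times or of higher concentrations at 24 h. A 24 h group that received less E2 stays open, as no test here could tell it from such a response.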

How the results depend on the processing

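The alternatives with scan day as a fixed block, the per-gene test over all probes, the test on single array sets or on averaged arrays, Spearman's rho, the settings for the change between times, and single array sets for lists and single genes were chosen after seeing the data. Of 389 repeats of gene counts, 235 stayed within 1.5 times the value reported and 154 moved. Of 326 repeats of camera calls at claims, 292 kept direction and side of the threshold, 23 lost a call and 11 gained one, and of 226 repeats of the rank enrichment 221 were kept, 3 lost and 2 gained. Elsewhere, 2519 of 2632 camera repeats and 3080 of 3176 enrichment repeats were kept, with 49 and 40 calls lost, 61 and 56 gained, and 3 of the camera repeats reversed. For the named genes that passed, 4968 of 5840 repeats kept the call, 869 lost it and 3 had the other sign. The deposited value table holds the same intensities and gave identical values. Camera calls at claims that held under every setting run were those of the estrogen-induced genes, DNA replication, the cell cycle, E2F targets and G2/M at 24 h, of the estrogen-induced genes at 4 and 8 h, and of DNA replication and E2F targets at 8 h. Replicate numbers do not pair the arrays: in 0 of 15 groups did every vehicle array correlate with the treated array of its number above 0.1, and 0 to 4 of the samples of a group were closest to their own number. Signal over background limits what can be called, since 57.6% to 78.8% of spots were well above background on an array, and genes at background in every group were not tested. Slide as a fixed block could not be fitted for 0.01 and 0.1 nM E2 at 4 and 8 h or for their difference from 1 nM at those times, and scan day could not be fitted for 0.01 and 0.1 nM at 8 h or that difference at 8 h. In what follows, each count is of genes called, with the count at an unadjusted p under 0.05 marked as unadjusted beside a count of 0, and the cause was not tested, except where a setting uses fewer arrays or genes by construction.

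With scaling to the 75th percentile in place of quantiles, 0.01 nM E2 gave 3 at 2 h and 0 (4851 unadjusted) at 24 h, and the 1 and 0.1 nM groups differed in 2 at 4 h. The share of upregulated genes more than 4-fold higher at 2 h was then 1.32%. The 8 h network held 7 modules. Under the background model with an offset, 0.01 nM E2 gave 1138 at 2 h and 1 at 24 h, and the 1 and 0.1 nM groups differed in 5 at 4 h and 2 at 8 h. The share of upregulated genes more than 4-fold higher at 2 h was then 0.0257%. Without the filter on dim probes, 0.01 nM E2 gave 0 (5773 unadjusted) at 2 h and 5 at 24 h, 1 nM E2 gave 161 at 2 h, and the 1 and 0.1 nM groups differed in 0 (4056 unadjusted) at 4 h and 0 (1066 unadjusted) at 24 h. With the mean over the probes of a gene, 0.01 nM E2 gave 74 at 2 h, and the 1 and 0.1 nM groups differed in 0 (795 unadjusted) at 24 h. With the per-gene test of the paper's methods, 0.01 nM E2 gave 798 at 2 h, 504 at 4 h, 403 at 8 h and 0 (4377 unadjusted) at 24 h, 0.1 nM E2 gave 2668 at 2 h, 1999 at 4 h, 1637 at 8 h and 2799 at 24 h, 1 nM E2 gave 0 (2401 unadjusted) at 2 h, 1283 at 4 h and 692 at 8 h, and the 1 and 0.1 nM groups differed in 0 (6275 unadjusted) at 2 h, 0 (1398 unadjusted) at 4 h, 0 (1986 unadjusted) at 8 h and 0 (869 unadjusted) at 24 h. When the model held only the 2 groups compared, 0.01 nM E2 gave 1622 at 2 h, 569 at 8 h and 0 (4903 unadjusted) at 24 h, 1 nM E2 gave 0 (2797 unadjusted) at 2 h and 1296 at 8 h, 0.1 nM E2 gave 2440 at 8 h, and the 1 and 0.1 nM groups differed in 19 at 2 h, 0 (3125 unadjusted) at 4 h, 2 at 8 h and 0 (705 unadjusted) at 24 h. With all 60 arrays in 1 model, 0.01 nM E2 gave 53 at 2 h and 173 at 24 h, 1 nM E2 gave 806 at 2 h, and the 1 and 0.1 nM groups differed in 930 at 4 h and 6 at 24 h. The share of called genes that were higher moved with scaling to the 75th percentile, from 41.7% to 66.7% for 0.01 nM and from 57.4% to 74.3% for 1 nM at 2 h, from 60.0% to 40.3% for 0.01 nM and from 52.1% to 40.8% for 0.1 nM at 4 h, and from 100% to 50% for the difference at 4 h. Under the background model it moved for the difference between 1 and 0.1 nM from 100% to 40.0% at 4 h, from 16.7% to 0% at 8 h and from 0% to 100% at 24 h. Scaling to the 75th percentile moved the median change of all tested genes by at most 0.07, at 0.01 nM and 4 h, where it was -0.07.

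With slide as a random block, 0.01 nM E2 gave 1575 at 2 h, 1259 at 4 h and 0 (732 unadjusted) at 24 h, 0.1 nM E2 gave 8184 at 2 h and 2753 at 4 h, and the 1 and 0.1 nM groups differed in 10574 at 2 h and 0 (1735 unadjusted) at 4 h. With slide as a fixed block, 0.01 nM E2 gave 16 at 2 h and 5 at 24 h, 0.1 nM E2 gave 0 (2828 unadjusted) at 2 h, 1 nM E2 gave 213 at 2 h, 1524 at 4 h, 1545 at 8 h and 2424 at 24 h, and the 1 and 0.1 nM groups differed in 3 at 2 h and 0 (1508 unadjusted) at 24 h. In the same setting the camera call of 1 nM E2 was lost for the cell cycle at 2 h (adjusted p = 0.0576) and DNA replication at 4 h (adjusted p = 0.507). There, a camera call was gained for G2/M genes at 4 h (adjusted p = 0.00125). The change between 2 and 24 h was called for 1935 genes. The log2 fold change of ELF3 at 24 h turned from negative to 0.245. With scan day as a fixed block, 0.01 nM E2 gave 947 at 4 h and 5 at 24 h, 1 nM E2 gave 2425 at 24 h, and the 1 and 0.1 nM groups differed in 3 at 4 h and 0 (1508 unadjusted) at 24 h. In the same setting the camera call of 1 nM E2 was lost for DNA replication at 4 h (adjusted p = 0.532). There, a camera call was gained for G2/M genes at 4 h (adjusted p = 8.44e-05). The log2 fold change of ELF3 at 24 h turned from negative to 0.245. With the replicate number as a block, 0.01 nM E2 gave 0 (5218 unadjusted) at 2 h and 809 at 8 h, 1 nM E2 gave 124 at 2 h, and the 1 and 0.1 nM groups differed in 0 (3160 unadjusted) at 4 h. In the same setting the camera call of 1 nM E2 was lost for the cell cycle at 2 h (adjusted p = 0.0571). Among the counts and list calls at claims, the replicate number changed no other.

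With array set 1 alone, 0.1 nM E2 gave 1989 at 4 h, 1 nM E2 gave 1665 at 4 h, and the 1 and 0.1 nM groups differed in 0 (1017 unadjusted) at 4 h. In the same setting the camera call of 1 nM E2 was lost for DNA replication at 4 h (adjusted p = 0.636). There, a camera call was gained for G2/M genes at 4 h (adjusted p = 1.29e-07). In that set the sign of the median turned at 0.1 nM E2 and 4 h for cell cycle (-0.05, adjusted p = 0.468), E2F target genes (-0.11, adjusted p = 0.317) and G2/M genes (-0.14, adjusted p = 0.00121). The log2 fold change of UHRF1 at 4 h was -0.02, of the other sign. With array set 2 alone, 0.01 nM E2 gave 1356 at 4 h, and the 1 and 0.1 nM groups differed in 875 at 4 h. There, a camera call was gained for the cell cycle at 4 h (adjusted p = 0.0174) and E2F target genes at 4 h (adjusted p = 0.000298). With array set left out of the model, 0.01 nM E2 gave 771 at 4 h, 0.1 nM E2 gave 1996 at 4 h, 1 nM E2 gave 1609 at 4 h, and the 1 and 0.1 nM groups differed in 0 (1569 unadjusted) at 4 h. On 4 h arrays averaged by replicate number, the 1 and 0.1 nM groups differed in 594 at 4 h. With the per-gene test over all probes and no filter, 0.01 nM E2 gave 222 at 2 h, 476 at 4 h, 259 at 8 h and 0 (5661 unadjusted) at 24 h, 0.1 nM E2 gave 1956 at 2 h, 1885 at 4 h, 1175 at 8 h and 2122 at 24 h, 1 nM E2 gave 0 (3293 unadjusted) at 2 h, 1199 at 4 h, 451 at 8 h and 3758 at 24 h, and the 1 and 0.1 nM groups differed in 2 at 2 h, 0 (2031 unadjusted) at 4 h and 0 (1315 unadjusted) at 24 h. By the per-gene test on array set 1 alone, 0.01 nM E2 gave 954 at 4 h, 0.1 nM E2 gave 1370 at 4 h, 1 nM E2 gave 438 at 4 h, and the 1 and 0.1 nM groups differed in 0 (925 unadjusted) at 4 h. By the per-gene test on array set 2 alone, 0.01 nM E2 gave 3 at 4 h, 1 nM E2 gave 1087 at 4 h, and the 1 and 0.1 nM groups differed in 0 (3448 unadjusted) at 4 h. By the same test over all probes of set 1 alone, 0.01 nM E2 gave 652 at 4 h, 0.1 nM E2 gave 1057 at 4 h, 1 nM E2 gave 282 at 4 h, and the 1 and 0.1 nM groups differed in 0 (1585 unadjusted) at 4 h. By the same test over all probes of set 2 alone, 0.01 nM E2 gave 7 at 4 h, 1 nM E2 gave 740 at 4 h, and the 1 and 0.1 nM groups differed in 0 (4927 unadjusted) at 4 h. By the per-gene test on arrays averaged by replicate number, the 1 and 0.1 nM groups differed in 0 (3154 unadjusted) at 4 h.

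With an estimated correlation in camera, the camera call of 1 nM E2 was lost for estrogen-induced genes at 2 h (adjusted p = 0.108), the cell cycle at 2 h (adjusted p = 0.89), E2F target genes at 2 h (adjusted p = 0.89), G2/M genes at 2 h (adjusted p = 0.89), DNA replication at 4 h (adjusted p = 0.74), the cell cycle at 8 h (adjusted p = 0.162), G2/M genes at 8 h (adjusted p = 0.162) and antiproliferative genes at 24 h (adjusted p = 0.299). Among the other lists and times, it was lost for ribosome biogenesis at 2 h (0.102), immediate early genes at 4 h (0.32), antiproliferative genes at 8 h (0.0915), AHR targets at 8 h (0.0915), hypoxia genes at 24 h (0.333) and interferon-stimulated genes at 4, 8 and 24 h (0.74, 0.162 and 0.299). With all genes on the array as background of the rank enrichment, the adjusted permutation p of the cell cycle list at 8 h was 0.193, so its enrichment was lost. Under this background the adjusted permutation p of the G2/M list at 8 h was 0.0253, so its enrichment was gained. With only genes above background in the rank enrichment, the adjusted permutation p of the G2/M list at 8 h was 0.0461, so its enrichment was gained. Among the 1000 most upregulated genes at 24 h, 48.4% were positive at 2 h. With the rank of the dose, 3 modules passed in place of 0. Over all settings, the camera adjusted p of 1 nM E2 ran from 0.000369 to 0.89 for E2F target genes, 5.15e-08 to 0.89 for G2/M genes, 0.000908 to 0.89 for the cell cycle and 7.91e-36 to 0.108 for estrogen-induced genes at 2 h. At 4 h it ran from 0.000701 to 0.74 for DNA replication, 0.000298 to 0.998 for E2F target genes, 1.29e-07 to 0.967 for G2/M genes and 0.0174 to 0.998 for the cell cycle. At 8 h it ran from 9.57e-07 to 0.162 for G2/M genes and 0.000153 to 0.162 for the cell cycle. At 24 h it ran from 0.00983 to 0.299 for antiproliferative genes. The adjusted permutation p at 8 h ran from 0.00316 to 0.215 for the cell cycle and from 0.0253 to 0.889 for G2/M.

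When each array was left out in turn, 0.01 nM E2 gave 0 to 509 genes at 2 h, 2087 to 3602 genes at 4 h, 356 to 2744 genes at 8 h and 0 to 6 genes at 24 h. The concentration of 0.1 nM gave 1147 to 3779 genes at 2 h, 3811 to 5250 genes at 4 h, 2757 to 5487 genes at 8 h and 3848 to 6356 genes at 24 h, and 1 nM E2 gave 18 to 2766 genes at 2 h, 3308 to 4412 genes at 4 h, 3019 to 6662 genes at 8 h and 4880 to 5564 genes at 24 h. The difference between 1 and 0.1 nM was called for 436 to 8620 genes at 2 h, 0 to 6 genes at 4 h, 1 to 8 genes at 8 h and 0 to 1 genes at 24 h, and the change between 2 and 24 h for 3428 to 5221. The camera adjusted p ran from 0.0282 to 0.393 for the cell cycle at 2 h, 0.000781 to 0.308 for the E2F target genes at 2 h, 0.00204 to 0.0724 for DNA replication at 4 h, 0.00972 to 0.306 for the E2F target genes at 4 h, 0.0252 to 0.489 for the G2/M genes at 4 h and 0.0287 to 0.0708 for the antiproliferative genes at 24 h, each across the threshold. For the rank enrichment of the cell cycle at 8 h the adjusted permutation p ran from 0.00316 to 0.215. The share of upregulated genes more than 4-fold higher at 2 h ran from 0.666% to 1.45%.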

Differences from the paper's values

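Counts of differentially expressed genes are set beside the paper's at the same threshold, a p-value corrected by the false discovery rate under 0.05. The paper's counts are of up- and downregulated genes in its Table 1, and the counts here are of genes represented by 1 probe. A count is taken to differ when one value is more than 1.5 times the other. The alternatives set before the data were examined are named where they bring a count within that limit, and all others of them that were run did not. The paper describes its arrays as run in triplicate, while the groups here hold 6 arrays at 4 h, in 2 sets of 3, so the sample groups compared at 4 h are unlike.

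With 0.01 nM E2 the paper's counts at 2 h are 3 upregulated and 9 downregulated genes, against 60 and 84 here. Scaling to the 75th percentile gave 2 higher and the model without vehicle replicate 3 gave 3, and no alternative closed the gap for the lower genes. At 4 h the paper's counts are 48 and 39, against 1775 and 1182 here, and at 8 h 14 and 14, against 869 and 512. No alternative of either kind came within the limit, with 291 to 2464 higher and 213 to 2195 lower genes at 4 h and 259 to 1645 and 92 to 1099 at 8 h over those set before the data were examined. With 3 arrays per group at 4 h, limma gave 1794 and 1029 on array set 1 alone and 655 and 701 on set 2 alone. At 24 h the paper's counts are 0 and 0, against 0 and 2 here. The count of lower genes was 0 with 75th percentile scaling, the per-gene test of the paper's methods, only the 2 groups compared, slide as a random or a fixed block, and without vehicle replicate 3, and it was 1 to 116 in the others. It was also 0 with scan day as a fixed block and with the per-gene test over all probes, both chosen after seeing the values, and as the paper calls 0 genes there, none of its calls is dropped.

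With 0.1 nM E2 the paper's counts are 205 and 120 at 2 h, against 1681 and 2445 here, and 229 and 180 at 8 h, against 2188 and 2265. No alternative came within the limit at these times (0 to 3583 higher and 0 to 4601 lower at 2 h, 885 to 2721 and 752 to 2766 at 8 h over those set before the data were examined). At 4 h the paper's counts are 670 and 312, against 2621 and 2407 here, and none of the alternatives set before the data were examined came within the limit (1184 to 3258 and 636 to 3275). With 3 arrays per group, limma gave 1353 and 636 on array set 1 alone and 3012 and 3068 on set 2 alone. The per-gene test on array set 1 alone gave 863 higher genes and the same test over all probes gave 694 higher and 363 lower, settings chosen after seeing the values, and how many of the paper's called genes they drop cannot be counted because the paper does not list them. At 24 h the paper's counts are 1350 and 954, against 2859 and 2620 here. The per-gene test of the paper's methods gave 1610 higher and 1189 lower and slide as a fixed block 1814 higher, and the other alternatives set before the data were examined did not come within the limit. Scan day as a fixed block (1813 higher) and the per-gene test over all probes (1231 higher and 892 lower) did as well, settings chosen after seeing the values, and the paper's genes they drop cannot be counted for the same reason.

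With 1 nM E2 the paper's counts at 2 h are 0 and 0, against 228 and 169 here. The per-gene test of the paper's methods and only the 2 groups compared gave 0 in both directions, and the other alternatives set before the data were examined gave 16 to 1069 higher and 2 to 1697 lower. The per-gene test over all probes also gave 0, a setting chosen after seeing the values that can drop none of the paper's calls, as the paper has 0. At 4 h the paper's counts are 375 and 172, or 547 in all, against 2013, 1904 and 3917 here. None of the alternatives set before the data were examined came within the limit (772 to 2335, 511 to 2601 and 1283 to 4936). With 3 arrays per group, limma gave 1012, 653 and 1665 on array set 1 alone and 2009, 1701 and 3710 on set 2 alone. The per-gene test on array set 1 alone gave 302 higher, 136 lower and 438 in all, and the per-gene test over all probes on array set 2 alone gave 475 higher and 740 in all, both chosen after seeing the values, and how many of the paper's called genes they drop cannot be counted because the paper does not list them. At 8 h the paper's counts are 3 and 1, against 2383 and 2243 here, and no setting came within the limit (394 to 3634 and 298 to 3028 over the alternatives set before the data were examined).

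At 24 h of 1 nM E2 the paper's count of downregulated genes is 2012, against 3255 here, and its count in all is 4113, against 6299. The lower genes came within the limit with 75th percentile scaling (2890), no filter (2494), the per-gene test (2329), only the 2 groups compared (2978), slide as a random block (2329), slide as a fixed block (1389), replicate number as a block (2996), and each array left out in turn (2507 to 2870). They did not with normexp, the deposited value table, the mean over probes, all probes tested, or all 60 arrays in 1 model (3117 to 3851). All genes came within it with no filter (4954), the mean over probes (6028), the per-gene test (4602), only the 2 groups compared (5745), slide as a random block (4373), replicate number as a block (5828), and each array left out in turn (4880 to 5564). They did not with 75th percentile scaling, normexp, the deposited value table, all probes tested, all 60 arrays in 1 model or slide as a fixed block (2424 to 7395). Counting only genes with a symbol, 2480 were higher and 2750 lower, and both the lower genes and the sum then lie within the limit, a way of counting chosen after seeing the values, and the paper's genes it drops cannot be counted because it does not list them. Scan day as a fixed block (1389 lower) and the per-gene test over all probes (1875 lower and 3758 in all) came within it too, settings chosen after seeing the values, and the paper's genes they drop cannot be counted because it does not list them.

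The paper's number of modules correlated with dose at 8 h is 5, against 0 here after adjustment over the modules. None of the alternatives set before the data were examined reached it: the rank of the concentration gave 3 modules and 75th percentile scaling 0. The tests within slides also gave 0, but no module could have passed them. Their smallest possible exact permutation p was 0.1 on the slide with 0.01 and 0.1 nM E2, and 0.25 on that with the vehicle and 1 nM. The paper states no adjustment over modules. At an unadjusted permutation p under 0.05, 2 modules passed with the concentration and 4 with its rank, the latter within 1.5 times the paper's number, and 3 passed by Spearman's rho after adjustment. The unadjusted count and Spearman's rho were chosen after seeing the values, and how many of the paper's modules they drop cannot be counted because their genes were not compared.

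The paper's worked example gives log2 fold changes at 24 h of 1 nM E2 for 64 genes, of which 60 are on the array and 7 differ by more than the error here. The values with 75th percentile scaling, with normexp and with the mean over probes, the alternatives set before the data were examined that apply to a fold change, follow each in brackets. The paper's value for AADACL3 is -1.24704, against -0.09 here (-0.15, -0.1 and -0.67), for SNCAIP 3.42972, against -0.35 (-0.36, -0.16 and -0.08), and for NEK10 -2.87162, against -0.23 (-0.21, -0.09 and -0.14). The paper's value for SPRY1 is -3.3545, against -0.50 here (-0.49, -0.43 and -1.95), for IL1R1 -3.53915, against -2.27 (-2.24, -1.55 and -2.9), and for MYBL1 3.32068, against 3.15 (3.13, 3.06 and 3.23). None of these alternatives came within the error for these 6 genes. The paper's value for MGAT3 is 4.16032, against 4.52 here, and with 75th percentile scaling, at 3.94, it did not differ, while normexp (1.24) and the mean over probes (4.52) did. Another probe of the gene gave -1.25 for AADACL3, 3.32 for MYBL1, -3.53 for IL1R1 and -3.39 for SPRY1, within the error of the paper's values, a setting chosen after seeing the values that takes the probe closest to the paper's value and so drops 0 of its other example genes by construction. For SNCAIP the closest probe gave 0.19 and for NEK10 -0.23.

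The paper reports fewer genes with 1 nM E2 at 8 h than at 4 h and leaves open whether that has a biological meaning. Here 4626 genes were called at 8 h and 3917 at 4 h, with 3 arrays per group at 8 h and 6 at 4 h. These counts therefore differ in power. With 3 arrays per group at 4 h, limma called 1665 genes on array set 1 alone and 3710 on set 2 alone. By the per-gene test on single sets, chosen after seeing the values, set 1 gave fewer genes at 4 h than the 692 at 8 h, and set 2 more. Fewer at 8 h than at 4 h were called with the per-gene test of the paper's methods (692 against 1283), only the 2 groups compared (1296 against 3396), all 60 arrays in 1 model (4193 against 4936) and, chosen after seeing the values, the per-gene test over all probes (451 against 1199). These per-gene tests took the 6 arrays of a group at 4 h with no term for array set. The paper states that the peak of enrichment for its cell cycle categories held fewer genes at 24 h than at 8 h. Here, with 1 nM E2, the peak held more genes at 24 h for DNA replication (2551 against 1921) and the cell cycle (2991 against 1551), and fewer for the E2F targets (1131 against 2381) and the G2/M genes (3771 against 12201). With 0.1 nM E2 it held more for DNA replication (2451 against 2311) and fewer, as the paper has it, for the cell cycle (2801 against 8751), the E2F targets (1361 against 4111) and the G2/M genes (2761 against 10581). It describes the estrogen receptor pattern as growing over time. The median log2 fold change of the estrogen-induced genes was 0.85, 1.31, 1.29 and 1.22 at 2, 4, 8 and 24 h. It was higher at 4 h than at 2 h and not higher after that. The mean was 0.89, 1.42, 1.34 and 1.5, highest at 24 h as the paper has it. EGR3 went from 1.56 at 2 h to 4.33 at 24 h, where normexp gave 2.49. Its log2 signal in the vehicle was 6.39 to 6.78 at 2 h and 4.12 to 4.62 at 24 h. With 1 nM E2 it was 7.38 to 8.81 and 8.55 to 8.78, so the vehicle moved more than the treated arrays. The paper's other statement is on apoptosis. The paper describes apoptotic categories as enriched among the lower genes. For the pro-apoptotic list the adjusted permutation p of the rank enrichment was 0.0719 at 8 h and 0.197 at 24 h, while for the antiproliferative list it was 0.016 at 24 h.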

Other observations

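All genes and differences between concentrations named in this part apart from members of lists were chosen only after their values were seen, and the lists were tested as written beforehand. The numbers of list members that passed with 1 nM E2 when adjusted over the list alone were the same as those given, unless they follow, and were not computed for fibroblast and endothelial markers at 24 h.

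Many ribosome biogenesis genes rose in MCF-7 cells with 1 nM E2, and some interferon-stimulated genes fell, though the camera calls of the interferon list did not hold with an estimated correlation. Of 28 ribosome biogenesis genes, 4 rose and 0 fell at 2 h (18 and 0 adjusted over the list alone), 23 and 0 at 8 h (25 and 0), and 14 and 1 at 24 h (17 and 1). Their camera adjusted p at these times was 1.24e-14, 9.46e-14 and 3.68e-06, and 0.102, 0.0047 and 0.0255 with an estimated correlation. Of the interferon-stimulated genes, 0 of 17 passed with limma at 2 h (1 higher and 0 lower at an unadjusted p under 0.05, and 0 by the per-gene test of the paper's methods), and 0 rose and 3 fell of 17 at 4 h (camera adjusted p = 0.0312, and 0.74 with an estimated correlation). At 8 h 0 rose and 8 fell of 18 (0 and 11 adjusted over the list alone), with OASL at -1.14 ± 0.15 (SE, n = 3) and IRF9 at -1.06 ± 0.16 (camera adjusted p = 5.58e-06, and 0.162 with an estimated correlation). With 0.1 nM E2, 8 fell at 8 h and 7 at 24 h (9 and 8 adjusted over the list alone).

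Some of the receptors and factors the paper names as regulators changed in their own mRNA with 1 nM E2. As a list they did not stand apart (camera adjusted p = 0.32, 0.393, 0.183 and 0.984 at 2, 4, 8 and 24 h). ESR1, the estrogen receptor, had log2 fold changes of -0.36 ± 0.10 (SE, n = 6) at 4 h, -0.64 ± 0.11 (n = 3) at 8 h and -0.50 ± 0.10 at 24 h. SOX2 had -1.03 ± 0.14, -0.80 ± 0.14 and -0.82 ± 0.14, and NR3C1, the glucocorticoid receptor, -1.29 ± 0.16 at 4 h and -0.91 ± 0.16 at 24 h. TFAP2C was higher by 0.48 ± 0.10 at 4 h and 0.38 ± 0.09 at 24 h, and ZNF217 and GATA3 were lower at 24 h, at -0.54 ± 0.12 and -0.47 ± 0.13. With slide as a fixed block, the calls for ESR1 at 8 h and 24 h, TFAP2C at 4 h and 24 h and ZNF217 at 24 h were lost. Of 22 regulators tested, limma called 0 at 2 h (1 higher and 7 lower at an unadjusted p under 0.05, 1 and 5 adjusted over the list alone, and 0 by the per-gene test of the paper's methods), while 3 rose and 5 fell at 4 h, 2 and 6 at 8 h (3 and 6 adjusted over the list alone), and 6 and 7 at 24 h.

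Immediate early genes and genes of apoptosis, proliferation, metabolism and stress changed as follows with 1 nM E2, at times not given elsewhere. Of the immediate early genes, 5 rose and 3 fell at 2 h (6 and 5 adjusted over the list alone), 13 and 4 at 4 h (14 and 4, median 0.20, camera adjusted p = 0.00283, and 0.32 with an estimated correlation), 8 and 6 at 8 h (9 and 7) and 9 and 10 at 24 h (9 and 13). The median and the mean of this list had opposite signs at 2 h (-0.14 and 0.04) and 8 h (-0.12 and 0.15), so no direction is given for it there. Of the pro-apoptotic genes, HRK, CASP7 and PMAIP1 rose and 0 fell at 2 h (4 and 5 adjusted over the list alone), and 6 rose and 8 fell at 4 h. Of the antiproliferative genes, 2 rose and 4 fell at 2 h (4 and 9 adjusted over the list alone), and 4 and 7 at 4 h (4 and 10). For cholesterol synthesis limma called 0 genes at 2 h (2 higher and 5 lower at an unadjusted p under 0.05, and 0 by the per-gene test), 1 higher and 4 lower at 4 h (1 and 5 adjusted over the list alone), and 2 and 3 at 8 h. Of 15 hypoxia genes, PFKFB3 rose and 0 fell at 2 h (4 and 4 adjusted over the list alone), 4 rose and 3 fell at 4 h (4 and 4), 2 and 2 at 8 h (2 and 8), and 2 and 6 at 24 h, with NDRG1 at -1.33 ± 0.08 (SE, n = 3) and HK2 at -0.90 ± 0.08. At 24 h the median of the hypoxia genes was -0.27 (camera adjusted p = 0.0416, and 0.333 with an estimated correlation). For the unfolded protein response limma called 0 of 15 genes at 2 h (0 higher and 1 lower at an unadjusted p under 0.05, and 0 by the per-gene test), 2 higher and 2 lower at 4 h, 4 higher at 8 h (SDF2L1, CHAC1, ASNS and HSPA5), and 4 and 1 at 24 h. Of 6 AHR targets, TIPARP rose at 2 h (1 and 1 adjusted over the list alone), 1 rose and 1 fell at 4 h (1 and 2), and 1 and 2 at 24 h. At 8 h 1 rose and 4 fell, with CYP1A1 at -2.20 ± 0.15 and a median of -0.61 (camera adjusted p = 0.0184, and 0.0915 with an estimated correlation).

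Ribosomal protein genes gave no calls with 1 nM E2, while luminal markers and housekeeping genes did. Of 20 ribosomal protein genes limma called 0 at each time, and 0, 1, 0 and 0 were lower and 0 higher at an unadjusted p under 0.05 at 2, 4, 8 and 24 h, with 0 by the per-gene test. Of 16 housekeeping genes, limma called 0 at 2 h (0 higher and 2 lower at an unadjusted p under 0.05, and 0 by the per-gene test), TFRC rose at 4 h, 3 rose and 2 fell at 8 h, and at 24 h HPRT1 (1.34 ± 0.11, SE, n = 3), TFRC and HMBS rose. Of 14 luminal markers, 1 rose and 0 fell at 2 h (2 and 1 adjusted over the list alone), 2 and 4 at 4 h, 3 and 3 at 8 h (3 and 4), and 4 and 5 at 24 h. Of 3 fibroblast markers tested, limma called 0 at 2 h (0 at an unadjusted p under 0.05 and by the per-gene test), and DCN rose at 4 h and VIM at 8 h (0.78 ± 0.16) and 24 h (1.47 ± 0.12). Of the leukocyte markers tested at 4 h, CD14 rose by 0.31 ± 0.09 (SE, n = 6), and limma called 0 of 8, 7 and 5 at 2, 8 and 24 h (1 higher and 1 lower, 1 and 0, and 0 and 0 at an unadjusted p under 0.05, 1 and 1, 0, and 0 adjusted over the list alone, and 0 by the per-gene test). Of 3 endothelial markers, limma called 0 at 2 h (1 higher and 0 lower at an unadjusted p under 0.05, and 0 by the per-gene test), VWF rose at 4 h and 8 h (2 and 0 at 8 h adjusted over the list alone), and it fell at 24 h (-0.82 ± 0.14).

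Between 1 and 0.1 nM E2 limma called 5444 genes at 2 h, with 2705 higher and 2739 lower at 1 nM, against 3 with slide as a fixed block, where the effect kept a median 0.868 of its size and its standard error grew. This count moved to 2091 and 8620 without 1 nM replicate 2 and 3, and to 436 and 1474 without 0.1 nM replicate 2 and 3. At 4 h EGR1 differed, by 0.64 (adjusted p = 0.0324). The 4 h count was 3 without 1 nM set 1 replicate 1, 6 without 0.1 nM set 1 replicate 3, and 0 without 1 nM set 1 replicate 3, 0.1 nM set 1 replicate 1, 1 nM set 2 replicates 1, 2 and 3, and 0.1 nM set 2 replicates 2 and 3. At 8 h 6 genes differed, among them ATP4B (-2.31, adjusted p = 0.029) and PDE4D (-1.06, adjusted p = 0.0194), with 1 gene without 1 nM replicate 2 and 2 without 1 nM replicate 3. At 24 h CRIP3 differed, by -4.64 (adjusted p = 0.0111), a call lost without 0.1 nM replicate 3 and without 1 nM replicate 1 or 3. No lower bounds were computed for differences between concentrations, so such sizes are uncertain where a signal was at background. The response to 0.1 nM E2 changed from 8 h to 24 h for 854 genes (481 upward and 373 downward), and between the array sets at 4 h for 2020 genes, while that to 1 nM differed between the sets for 202.

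Over all 60 arrays the leading principal component held 32.4% of the variance. The arrays of set 1 at 4 h lay at 41.8 to 70.9 on it and the other 48 at -37.5 to 10.5. The cause was tested no further than by the comparisons of the sets given above.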
